# Cardiac endothelial cells maintain open chromatin and expression of cardiomyocyte myofibrillar genes

**DOI:** 10.7554/eLife.55730

**Published:** 2020-12-14

**Authors:** Nora Yucel, Jessie Axsom, Yifan Yang, Li Li, Joshua H Rhoades, Zoltan Arany

**Keywords:** endothelial cells, cardiology, vascular biology, epigenetics, cell identity, Mouse

## Abstract

Endothelial cells (ECs) are widely heterogenous depending on tissue and vascular localization. Jambusaria et al. recently demonstrated that ECs in various tissues surprisingly possess mRNA signatures of their underlying parenchyma. The mechanism underlying this observation remains unexplained, and could include mRNA contamination during cell isolation, in vivo mRNA paracrine transfer from parenchymal cells to ECs, or cell-autonomous expression of these mRNAs in ECs. Here, we use a combination of bulk RNASeq, single-cell RNASeq datasets, in situ mRNA hybridization, and most importantly ATAC-Seq of FACS-isolated nuclei, to show that cardiac ECs actively express cardiomyocyte myofibril (CMF) genes and have open chromatin at CMF gene promoters. These open chromatin sites are enriched for sites targeted by cardiac transcription factors, and closed upon expansion of ECs in culture. Together, these data demonstrate unambiguously that the expression of CMF genes in ECs is cell-autonomous, and not simply a result of technical contamination or paracrine transfers of mRNAs, and indicate that local cues in the heart in vivo unexpectedly maintain fully open chromatin in ECs at genes previously thought limited to cardiomyocytes.

## Introduction

Endothelial cells (ECs) are the most abundant non-blood cells in the body, and form the inner layer of all vessels in all organs. ECs carry out a wide range of critical functions, including providing a barrier between blood and the underlying parenchyma, regulating transport of nutrients and waste across that barrier, regulation of immune cell extravasation, maintaining intravascular hemostatic homeostasis, and controlling blood flow and systemic vascular resistance. These numerous roles differ widely depending on anatomical site, developmental stage, and physiological state. Consistent with this remarkable variability of function, extensive transcriptional and functional heterogeneity of ECs across tissue types, vascular localization (e.g. arterial, venous, or lymphatic), and developmental stage has been characterized in a number of studies. However, the chromatin landscape underlying these differences remains poorly understood.

Interestingly, numerous investigators have noted anecdotally, in discussions at various meetings, that cardiac ECs contain mRNAs that encode various myofibrillar proteins normally expressed in cardiomyocytes, including myosins, troponins, and titin. Most recently, Jambusaria et al. collated EC-specific RNAseq datasets from heart, brain, and lung, to formally show that ECs in these three tissues contain mRNAs normally ascribed to their respective underlying parenchyma (Jambusaria et al., 2020). This observation has been variably ascribed to technical artifacts during RNA preparations (i.e. contamination by RNAs from cardiomyocytes) or to presumed transfer in vivo of RNAs from cardiomyocytes to ECs via, for example, exosome transfer (although this has never been demonstrated), but these conclusions have been controversial. An alternative hypothesis is that cardiac ECs may in fact express these RNAs intrinsically. In this context, it is relevant to note that cardiac ECs originate from tri-potential precursor cells that differentiate to cardiomyocytes, smooth muscle cells, and ECs. It may therefore be that cardiac ECs maintain epigenetic memory of a cardiomyocyte-like precursor.

To distinguish these possibilities, we use here single-cell RNAseq as well as bulk ATACSeq to characterize the chromatin accessibility signature of cardiac ECs in vivo. We show that cardiac ECs in fact maintain chromatin accessibility and transcriptional activation of myofibrillar genes typical of underlying cardiomyocyte parenchyma, but not of the immediately surrounding stromal cells. The presence of these mRNAs in cardiac ECs is thus a direct consequence of their expression in ECs.

## Results

### Cardiac ECs express myofibrillar genes normally associated with cardiomyocytes

We first sought to define the complete signature of actively translated mRNAs in cardiac ECs. To do so, we leveraged the NuTRAP mouse model, in which ribosomes are genetically tagged with GFP, conditional on Cre expression (Roh et al., 2017). EC-specific Cdh5-Cre NuTRAP mice thus allow for immuno-precipitation of ribosome-bound, and thus actively translated, RNA strictly from ECs, without the need for cell-isolation. RNASeq from NuTRAP-tagged cardiac ECs showed, as expected, enrichment of known EC-specific genes. Surprisingly, however, we also found significant contribution of mRNAs from cardiomyocyte myofibril (CMF) genes which, although depleted compared to the non-endothelial fraction, were still amongst the highest expressed genes in cardiac ECs (Figure 1A). To begin to ascertain whether this contribution was due to technical contamination, that is pulldown of mRNAs originating from cardiomyocytes instead of ECs, we performed Kendall-Tau rank-order analysis. As did Jambusaria et al, we reasoned that contamination would reflect the relative expression levels of CMF genes from the whole heart (Figure 1A–B). Endothelial and non-endothelial heart expression of highly expressed genes were only poorly correlated (0.216), suggesting that the presence of CMF mRNAs is not solely due to contamination.

**Figure 1.**
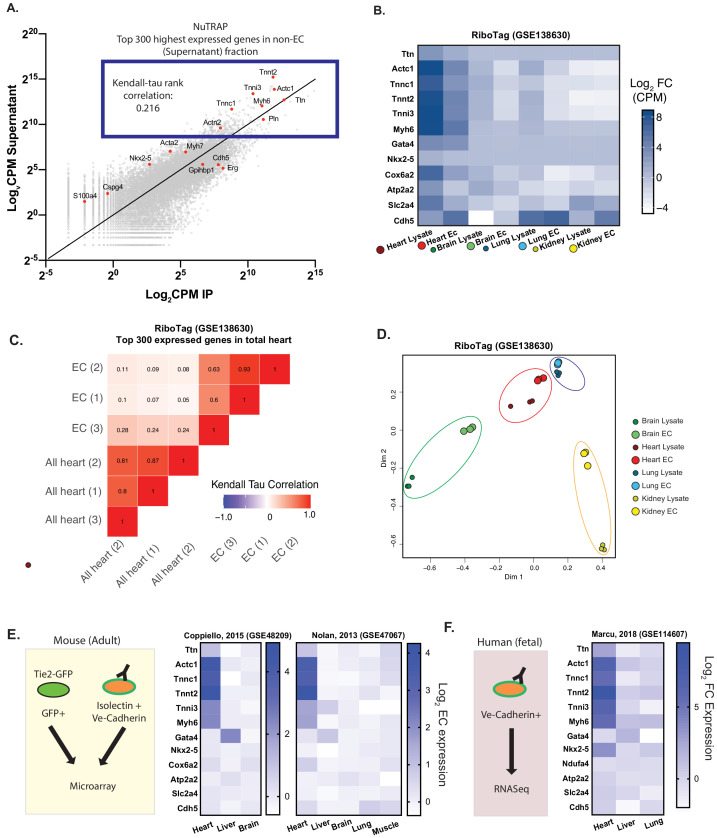
Cardiac endothelial cells express myofibrillar genes normally associated with cardiomyocytes. (**A**) RNASeq of Translating Ribosome Affinity Purification (TRAP) endothelial RNA freshly isolated from hearts of Cdh5-NuTRAP animals. Expression (Log_2_CPM) of immunoprecipitated endothelial RNA (IP) versus non-endothelial RNA from the remaining fraction after IP (supernatant). Shown in the blue box are the top 300 expressed genes, with CMF genes highlighted in red. Kendall-Tau rank analyses performed on these top 300 expressed genes. (**B**) Relative expression of selected genes from freshly isolated tissue-specific adult endothelial cell TRAP, collected from (*Rpl22^fl/fl^, Tek2-Cre^+^)/*animals (Cleuren, et al, GSE138630) vs total tissue TRAP RNA (*Rpl22^fl/fl^, EIIa-Cre^+/0^*). (**C**) Kendall-Tau analysis of TRAP vs total tissue of heart tissue from Cleuren, et al. Analyses performed on the highest 300 expressed genes in the total heart tissue (**D**) Multidimensional scaling (MDS) clustering of the top 1000 variably expressed genes in the tissues analyzed in (**B**). (**E**) Relative expression of the indicated genes in tissue-specific adult murine endothelial cells in data sets from Coppiello et al., 2015 (GSE48209) and Nolan et al., 2013 (GSE47067) (**F**) Relative expression of tissue-specific fetal human endothelial RNASeq from Marcu et al., 2018 (GSE114607).

To determine if the expression of CMF genes is enriched in ECs from the heart compared to other tissues, and to determine if other investigators had also detected CMF gene expression in heart ECs, we gathered expression data from published gene expression omnibus. We focused on datasets that used prospective isolation of ECs by flow cytometry using either genetic or surface markers in order to minimize contamination by the underlying parenchyma. All data analyzed was from uncultured, freshly isolated ECs or endothelial material. Three mouse studies (Cleuren et al., 2019; Coppiello et al., 2015; Nolan et al., 2013) and one study using human fetal tissue (Marcu et al., 2018) were identified. We first focused on the Cleuren, et al dataset, which, akin to the NuTRAP system we used above, used the *Rpl22^fl/fl^ Tek-Cre^+/0^* mice to characterize the endothelial translatome in various tissues. Similar to our own analyses, as well those published by Jambusaria et al, we found significant expression of CMF genes in the EC translatome in this dataset (Figure 1B). Moreover, the expression of these genes was limited to heart ECs, and not seen in translatomes from ECs in other organs. Kendall Tau rank analysis of the expression of the top 300 highest expressed genes (which included CMF genes) in ECs vs the total heart translatome again showed low correlation (0.05–0.28, Figure 1C), casting doubts on the notion that CMF mRNAs in ECs originate from contaminating cardiomyocyte-derived mRNAs. To take an unbiased approach to this question, we clustered by principle component analysis the translatome RNAseq datasets, comparing various whole tissues to their respective ECs (Figure 1D). Multidimensional scaling of these data showed that ECs surprisingly cluster closer to their tissue of origin than to other ECs, and this was particularly true in the heart.

The next three datasets used FACS-isolated ECs to separate EC mRNAs, rather than immunoprecipitated EC-specific translatomes. Despite the different approach, analyses of these datasets again showed an enrichment of CMF gene expression in cardiac ECs, but not in ECs from other organs (Figure 1E–F). In contrast, expression of known cardiomyocyte-specific transcription factors, as well as metabolic genes highly enriched in cardiomyocytes, were not significantly different in cardiac ECs compared to other ECs. Together, analyses of these datasets demonstrate that CMF gene expression in ECs: (1) is unique to cardiac ECs; (2) is generally limited to CMF genes and not to other genes highly expressed in cardiomyocytes such as mitochondrial genes; and (3) has been detected by numerous previous studies, including most recently Jambusaria et al.; and (4) is unlikely to be caused solely by contamination.

### Expression of at least one CMF gene is seen in ~60% of cardiac ECs

We next wanted to determine if CMF gene expression in ECs is ubiquitous to all cardiac ECs, or is limited to a subset of ECs. In addition, we wanted to determine whether CMF gene expression is also present in other resident cell types in the heart. To do so, we leveraged *Tabula Muris* single-cell RNAseq data (Tabula Muris Consortium et al., 2018), and compared CMF gene expression in cardiac ECs and fibroblasts. We first used the single-cell analysis package Seurat v3 (Stuart et al., 2019) to identify marker genes characteristic of cardiomyocytes, ECs or fibroblasts, that is signatures for each cell type (Supplementary file 1). In the cardiomyocyte signature, we selected 15 genes that were expressed in >60% of cardiomyocytes, and whose expression was at least 10-fold higher than that in non-cardiomyocytes cells. Expression of each of these 15 genes was then evaluated in single cardiac and lung ECs and fibroblasts. The number of cardiac ECs identified as expressing each of these cardiomyocyte signature genes was dramatically higher than lung ECs or fibroblasts, and 2–4 fold higher than heart fibroblasts (Figure 2A). A total of 59.3% of all cardiac ECs expressed at least one of the 15 CMF genes, 1.75-fold more often than cardiac fibroblasts, and about five times more often than lung ECs (which were driven primarily by one gene, *Myl4*; Figure 2A–B). The majority of CMF-expressing ECs only showed expression of one or two genes (Figure 2B). This distribution, as opposed to one subpopulation of cells expressing all CMF genes, suggests that expression is not being driven by cardiomyocytes misclassified as ECs, or by EC/cardiomyocyte doublets, again arguing against contamination.

**Figure 2.**
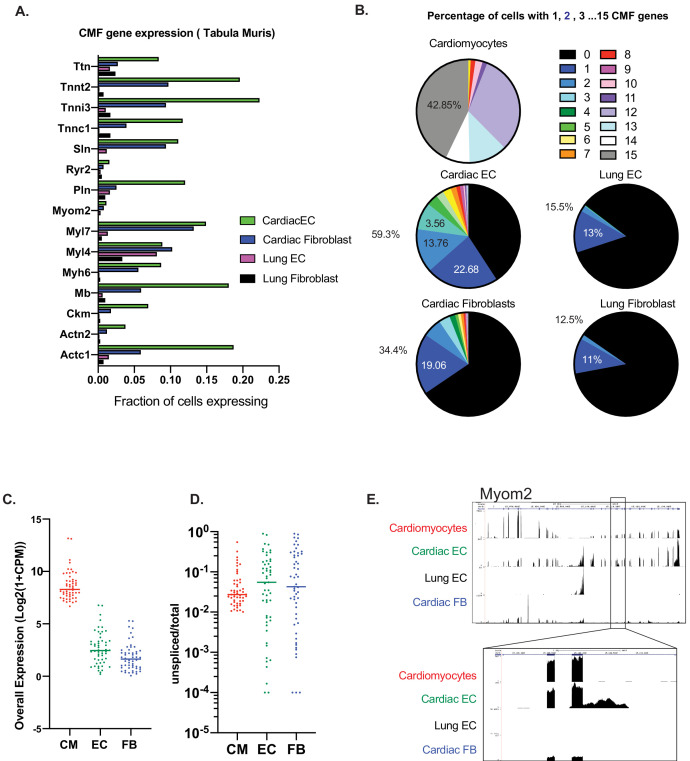
Expression of at least one CMF gene is seen in ~59% of cardiac ECs. (**A**): Analysis of mouse heart and lung single cell data from Tabula Muris in Schaum, et al (Nature, 2018). Fifteen cardiac myofibrillar (CMF) genes were chosen based on high, unique expression in the cardiomyocyte cell subsets. Positive expression was determined as a normalized count (ln(1+Counts-per-million)) greater than or equal to one. (**B**): Percentage of cardiomyocytes vs endothelial cells or fibroblasts within the heart and lung that express 1–15 of the selected CMF genes. (**C–E**). Analysis of unspliced vs spliced transcripts in *Tabula Muris* data. Data shown are merged counts for all cells within the cardiomyocyte (CM), endothelial cell (EC), or fibroblast (FB) cell subsets, as annotated in *Tabula Muris.* Shown are CMF genes with a unspliced percentage >= 1% in cardiomyocytes. Marker genes for cell-subsets are shown in Supplementary file 1, and unspliced/total ratios can be found in Supplementary file 2 (**C**) Overall expression shown as log_2_(1+CPM) for selected CMF genes (**D**) Unspliced/total fraction for selected CMF genes in cardiomyocyte, endothelial cells or fibroblast cell subsets within the heart. (**E**) Genome track for aligned *Tabula Muris* RNA-Seq data for cardiomyocyte, cardiac EC, lung EC or cardiac fibroblast populations. In upper panel is the full track for CMF gene *Myom2,* with inset showing a regions with intronic reads specific to cardiac ECs.

Finally, to test in yet another way for evidence of contamination, we looked for the presence of immature, pre-spliced mRNAs of cardiac genes in ECs. We reasoned that contaminating RNAs from cardiomyocytes would originate largely from the cytosol, and therefore be primarily mature, spliced RNA. Velocyto (La Manno et al., 2018) was used to quantify spliced and unspliced gene counts for cardiomyocyte, EC, and fibroblast cell subsets as annotated in *Tabula Muris.* Within each subset, cells were merged, and the ratio of unspliced mRNAs/total mRNAs was calculated for each population (Supplementary file 2). We focused on cardiomyocyte genes with detectable unspliced mRNAs (>1%; a total of 53 genes). In this gene set, the median spliced percentages for cardiac ECs and fibroblasts cells were 5.4% and 4.2%, respectively, markedly higher than in cardiomyocytes (2.4%; Figure 2C). An example of this is shown in the RNA-seq track for *Myom2* in Figure 2D, illustrating: (1) significant expression of these genes in cardiac ECs, but not in lung ECs and (2) importantly, significant presence of unspliced introns in ECs, but not in cardiomyocytes.

Overall, these data demonstrate: (1) that EC expression of CMF genes is limited to cardiac ECs; (2) that cardiac fibroblast cells also express these genes but much less frequently than cardiac ECs; (3) that at any given time only a subset of cardiac ECs express only a subset of CMF genes, suggesting stochastic expression; and (4) that cardiac ECs express both spliced and unspliced RNAs from CMF genes, the latter at a higher frequency than cardiomyocytes, indicating cell-intrinsic expression.

### CMF mRNAs are detectable in EC nuclei ex vivo and in situ in vivo

The results above strongly suggest, but fall shy of formally proving, that the presence of CMF mRNAs in cardiac ECs is not caused by contamination from cell-free RNA derived from cardiomyocytes, whose cytoplasmic volume is much larger than fibroblasts or ECs. To address this possibility in yet another way, we isolated EC nuclei, rather than whole cells, from mouse hearts, by fluorescent sorting from Cdh5-Cre/NuTRAP animals. To confirm specificity of the sorting strategy, nuclei were co-stained with PCM-1, known to specifically mark cardiomyocyte nuclei (Bergmann et al., 2011), which revealed no overlap between GFP+ (EC) and PCM-1+ (cardiomyocyte) nuclei populations (Figure 3A). Doublets were eliminated by FSC-A/FSC-H and as well as DAPI gating (2 n) (Figure 3—figure supplement 1). Furthermore, the observed ~20% GFP+ (EC) nuclei and ~30% PCM-1+ (cardiomyocyte) nuclei matched previously estimated reports of cardiac cell content (Hu et al., 2018; Pinto et al., 2016). Quantitative PCR with RNA from GFP+ (EC) nuclei showed strong enrichment (~5-fold) of EC-specific transcripts (*Pecam1, Gpihbp1*), and depletion (10–15 fold) of fibroblast/pericyte-specific transcripts (*Dpt, Cspg4, Pdgfrb*). In contrast, CMF genes were depleted to a much lesser extent (2–3 fold; *Tnnt2, Myh6, Myh7, Actc1*) (Figure 3B,C). Hence, CMF gene expression persists in nuclei isolated from cardiac ECs.

**Figure 3.**
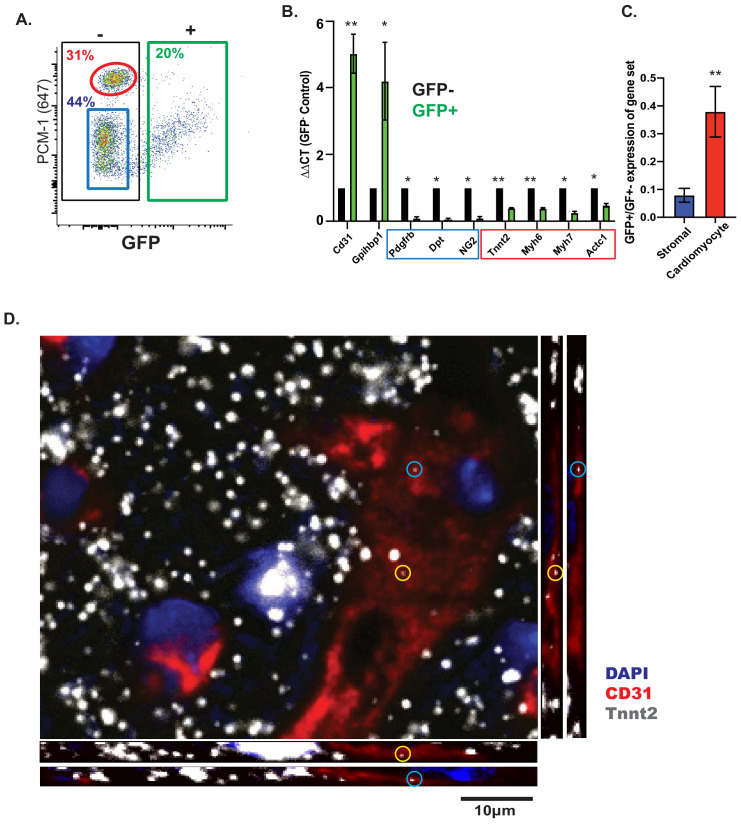
CMF mRNAs are detectable in EC nuclei ex vivo and in situ in vivo. (**A**) Representative flow cytometry plot of GFP expression from isolated nuclei from Cdh5/NuTRAP mice. About 20% of nuclei are GFP+ (endothelial), with no co-staining with the cardiomyocyte-specific nuclear marker PCM1. Gating scheme for identification of single nuclei shown in Figure 3—figure supplement 1 (**B**) Relative expression (by qPCR) of nuclear RNA from isolated GFP+ (endothelial) or GFP- (non-endothelial) nuclei. Blue box: stromal genes; red box: CMF genes. (**C**) Average fold change of expression (GFP+/GFP-) in (**B**) for fibroblast or CMF genes. (**D**) Confocal images of heart sections. RNAScope probes for *Cdh5* (endothelial) and CMF (*Tnnt2*) mRNA were co-stained with Pecam1 antibody. Shown are confocal slices of 0.96 μm thickness. Additional images are available Figure 3—figure supplement 2.

**Figure 3—figure supplement 1.**
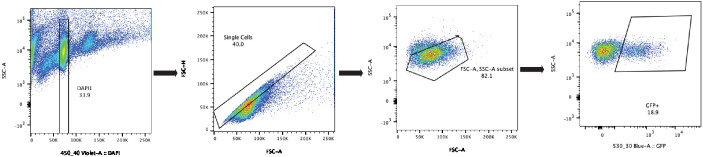
Cdh5-Cre/NuTRAP nuclei sorting scheme. Nuclei from NuTRAP animals were isolated from whole adult hearts as described in *Methods,* and isolated by florescence-activated cell sorted (FACS). Gating for single, GFP+ nuclei is shown as left to right. Nuclei were first identified on the basis of DAPI staining to remove debris and 4 n nuclei, and doublets removed by FSC-A/FSC-H gating. FSC-A/SSC-A used to remove any remaining debris, and GFP+ gate used to identify endothelial nuclei.

**Figure 3—figure supplement 2.**
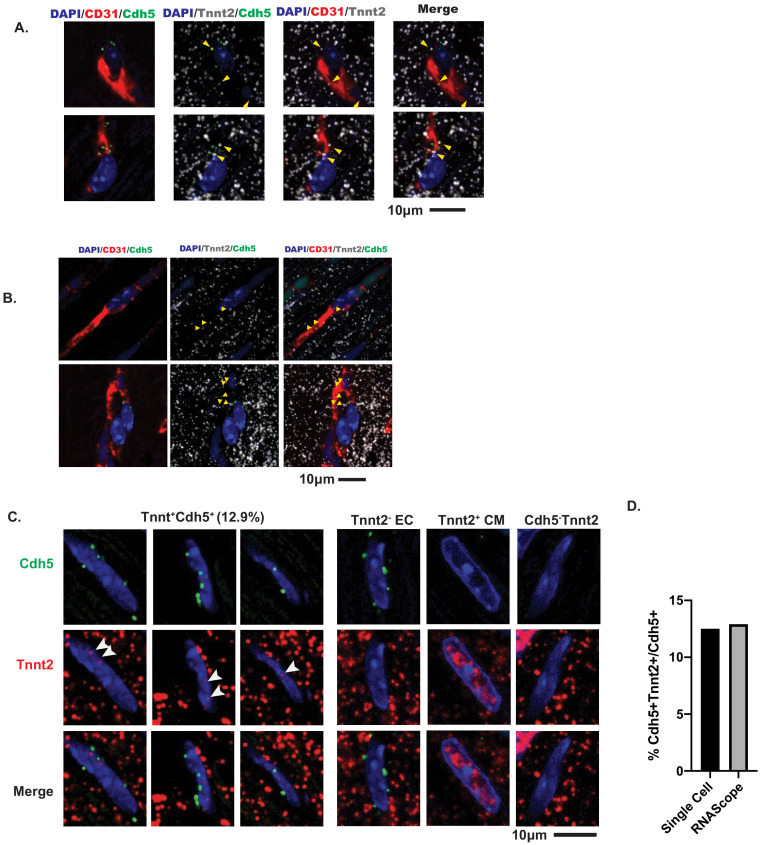
Confocal imaging of Tnnt2 mRNA by RNAScope in heart sections. (**A–B**) Adult mouse cardiac sections were co-stained for Pecam1 (CD31) protein, as well as *Tnnt2* and *Cdh5* RNAScope probes. DAPI used as a nuclear counterstain. Shown are 0.96µm-thick slices of a confocal z-stack (**A**). Co-localization of Cdh5 (green) and *Tnnt2* (white mRNA). (**B**) Cytoplasmic *Tnnt2* within a vessel marked by CD31 (red). (**C**) Nuclear localization of *Tnnt2* (red) in endothelial nuclei identified by *Cdh5* (green). Right panel shows *Tnnt2*- endothelial cells and cardiomyocytes (CM) for comparison, as well as *Tnnt2-Cdh5*- cells. (**D**) Quantification of percent of *Cdh5*+ nuclei with *Tnnt2*. Comparison to Tabula Muris single-cell RNASeq.

Tissue dissociation and nuclear fluorescent sorting could, in principle, aberrantly activate expression of CMF genes in EC nuclei. To rule out this potential artifact of nuclear isolation, we used RNAscope to directly visualize CMF RNA within cardiac EC nuclei in situ in intact hearts. Using confocal imaging, we found co-localization of Tnnt2 RNA within ECs in the heart, as identified by Pecam1 (CD31) antibody staining (Figure 3D; Figure 3—figure supplement 2A–B). Quantification of nuclei with co-localization of both *Cdh5* and *Tnnt2* RNA showed presence of *Tnnt2* in ~12% of endothelial (*Cdh5*+) cell nuclei (Figure 3—figure supplement 2C–D), a proportion that is similar to the number of ECs in Tabula Muris that are Tnnt2 positive (Figure 2A). Altogether these results unambiguously show that expression of CMF genes in ECs is not due to contamination from parenchymal cells, and strongly suggest that expression of CMF genes stems from direct expression from EC chromatin.

### Cardiac ECs maintain open chromatin at CMF genes

The presence of CMF transcripts in ECs, if not technical contamination, could potentially reflect a biologic paracrine contribution of cardiomyocyte-derived RNAs transmitted to ECs via, for example, exosomes or microvesicles, as previously described in non-cardiac contexts (Skog et al., 2008; Valadi et al., 2007). On the other hand, our single-cell analysis, RNAScope and nuclear sorting data strongly suggested EC-intrinsic transcription of CMF genes. To distinguish these possibilities, we used ATAC-Seq to determine directly whether cardiac ECs have open chromatin at CMF genes, reasoning that if there is EC-intrinsic expression, there should also be some detectable open chromatin at cardiomyocyte-specific genes. We performed genome-wide ATAC-Seq (Buenrostro et al., 2015) on nuclei sorted from Cdh5-Cre/NuTRAP animals, and compared GFP positive (endothelial) and GFP negative (non-endothelial) populations (Figure 4A–C). 

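The NuTRAP mice carry a GFP reporter that is switched on by the Cdh5-Cre transgene, so that GFP sorts the nuclei of cells of endothelial descent from other heart nuclei. The sort kept single nuclei of diploid DNA content. ATAC-Seq uses the Tn5 transposase, which inserts sequencing adapters wherever DNA is accessible. There were 2 replicate libraries from GFP- and 2 from GFP+ heart nuclei, and the sample labels give an age of 8 to 12 weeks and 100 to 50000 nuclei per reaction. The paper lists 1.25 µL of Tn5 per 50000 nuclei and the labels list 2.5 µL. The authors trimmed the reads, mapped them to mm10, removed low-quality and duplicate reads, downsampled the libraries to a common number of reads and called peaks with Genrich in its ATAC-Seq mode, leaving out mitochondrial reads and blacklisted regions. They deposited a list of peaks for each population, called from both replicates together. The lists hold no read counts and no values per replicate, so the depth of each library is not analysed here and the differences between GFP- and GFP+ nuclei reported from these lists have no replicate check. The GFP- list held 78912 peaks over 52.1 Mb with a median length of 469 bp, and the GFP+ list held 65008 peaks over 41.8 Mb with a median length of 459 bp. The area, score and summit p-value of each peak are the authors' own. Because these depend on the separate calling of each list, each peak was given its percentile rank by area within its own list, from 0 to 100. Ranks and overlaps were compared between lists in place of these values. Peak lengths and the share of gene bodies covered by peaks are also given for both lists, and they depend on that calling too. The endothelial, cardiomyocyte, fibroblast and non-specific gene sets were the complete sheets of Supplementary file 2, of which 176 of 179, 110 of 111, 242 of 242 and 726 of 730 symbols matched a protein-coding gene of GRCm38. Shares are given with Wilson 95% intervals, which cover counting error only, and gene sets were placed among 10000 random gene sets of the same size.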

We then quantified average enrichment at the transcriptional start sites (TSSs) of endothelial, fibroblast, and cardiomyocyte marker gene sets (Figure 4B), as well as per-gene comparison of read density at the TSSs of GFP+ (EC) vs GFP- (non-EC) samples (Figure 4C). 

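A peak overlapped the TSS (+/- 250 bp) of 75.6% of the endothelial genes in the GFP- list (95% interval 68.7 to 81.3%) and of 86.9% in the GFP+ list (81.2 to 91.1%). For fibroblast genes the share was 88.8% in GFP- (84.3 to 92.2%) and 63.6% in GFP+ (57.4 to 69.4%), and for cardiomyocyte genes it was 89.1% in GFP- (81.9 to 93.6%) and 88.2% in GFP+ (80.8 to 93.0%). Non-specific genes had a TSS peak in 91.9% and 91.6% of cases, and all 21728 protein-coding genes in 56.9% and 54.8%. For the per-gene comparison, the highest-ranked TSS peak of each gene was taken in each list, with rank 0 where a list had none. The median difference in rank, GFP+ minus GFP-, was 3.36 over 154 endothelial genes (95% interval of the median 1.29 to 6.88), above all random sets matched on mean rank, of which the central 95% lay between -1.80 and -0.664. Over 217 fibroblast genes it was -20.1 (-25.6 to -14.7), below all matched random sets (-3.24 to -1.20). The fibroblast value moved most when only genes with a TSS peak in both lists were kept, to -12.3. The median difference was -0.403 over non-specific genes and -0.833 over all genes with a TSS peak.

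**Figure D1:**
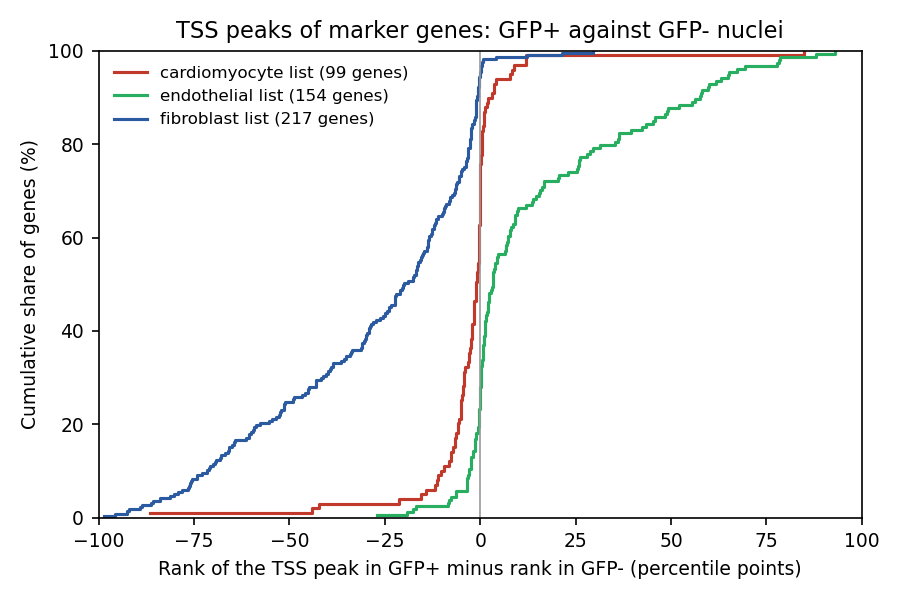
Cumulative share of genes (y axis, percent) against the difference in percentile rank of the TSS peak, GFP+ minus GFP- (x axis, percentile points), for cardiomyocyte (99 genes), endothelial (154) and fibroblast (217) genes with a TSS peak in at least one list. The cardiomyocyte curve rises steeply near 0, the fibroblast curve lies to the left and the endothelial curve to the right.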

As expected, EC nuclei had an open chromatin signature at EC-specific genes (Figure 4A: *Erg, Cdh5, Gphibp1, Egfl7*; Figure 4B green line; and Figure 4C, green circles), and markedly reduced open chromatin signature at fibroblast genes (Figure 4A: *Dpt, Cspg4, Pdgfrb, Col6a2*; Figure 4B blue line; and Figure 4C blue triangles). 

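*Cdh5* on chromosome 8 (mm10) had a TSS peak of 1450 bp in GFP+ nuclei, from 104100762 to 104102211, at rank 85.3, and a peak of 304 bp in GFP- nuclei, from 104101430 to 104101733, at rank 18.0. *Gpihbp1* rose from rank 4.98 in GFP- to 83.4 in GFP+, and at the 5′ end of its gene record *Egfl7* had a peak only in GFP+, at rank 93.0. Over all annotated transcript starts of *Egfl7*, the highest rank was 72.6 in GFP- and 98.7 in GFP+. *Erg* and *Pecam1* had no peak in either list at the 5′ end of the gene record, but GFP+ peaks at rank 57.5 and 66.9 overlapped other annotated transcript starts, and the GFP- list had none at any of these. *Erg* is not in the endothelial set used here. Of the endothelial genes, 132 had a TSS peak in both lists, 21 only in GFP+ and 1 only in GFP-. Among the genes that the paper names as fibroblast genes, *Dpt* had a TSS peak at rank 51.5 and *Pdgfrb* at rank 83.0 in GFP- nuclei, and neither had a TSS peak in the GFP+ list. *Col6a2* went from rank 88.7 in GFP- to 48.8 in GFP+. *Cspg4* kept a TSS peak in both lists, at rank 85.6 in GFP- and 76.1 in GFP+. *Pdgfrb* and *Cspg4* are not in the fibroblast set used here. Of that set, 152 genes had a TSS peak in both lists, 63 only in GFP- and 2 only in GFP+, and 109 of the 217 (50.2%) ranked lower in GFP+ by more than 20 points.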

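At cardiomyocyte genes, a TSS peak was present in both lists for 96 genes, only in GFP- for 2 and only in GFP+ for 1. Of the 98 genes with a GFP- TSS peak, 98.0% also had a GFP+ one (95% interval 92.9 to 99.4%), against 94.5% of all protein-coding genes. Random gene sets with a GFP- TSS peak gave a median of 94.9%, and the cardiomyocyte set lay at percentile 94.2 among them. The median rank of the TSS peak over 99 cardiomyocyte genes was 92.8 in GFP- and 87.7 in GFP+. The median difference per gene was -1.09 (95% interval -2.10 to -0.232), near the lower end of the random sets matched on mean rank (-1.17 to -0.319), with 31 genes higher and 68 lower in GFP+. The difference stayed within 5 points for 69 genes (69.7%), and 4 genes ranked lower in GFP+ by more than 20 points. The place of the set among random sets depended on the measure used for ranking. By area it lay at percentile 4.85. With peaks ranked by the p-value of their summit, the median difference was -1.30, toward the upper end of the matched random sets (-2.60 to -1.16). The *Tnni3* TSS lay in a peak of 4907 bp in GFP- nuclei (chromosome 7, 4520293 to 4525199, mm10; rank 99.8) and of 5063 bp in GFP+ nuclei (4520128 to 4525190), which held positions 172 and 99 by area in their lists. The *Myh6* TSS peak, on chromosome 14, was the second largest by area in each list and spanned 16294 bp in GFP- (54953185 to 54969478) and 15936 bp in GFP+ (54953270 to 54969205). The *Tnnc1* TSS peak held position 1963 by area in GFP- and 3245 in GFP+. *Tnnt2* ranked 99.4 in GFP-, where its peak was 5866 bp long, and 94.3 in GFP+, where it was 1897 bp long, and peaks covered 81.7% of the gene body beyond its first 1000 bp in GFP- and 68.5% in GFP+. *Actc1* fell from rank 99.9, with a peak of 8741 bp, in GFP- to 88.5, with a peak of 1058 bp, in GFP+, but its gene body measured the same way stayed covered, by 100% in GFP- and by 97.7% in GFP+. *Myh7* ranked 99.4 and 98.4, *Lmod2* 93.1 and 93.0, *Dmd* 70.0 and 70.4, and *Myom2* 46.6 and 46.4 in GFP- and GFP+. Over all annotated transcript starts of *Myom2*, the highest ranks were 89.5 in GFP- and 85.4 in GFP+. *Nkx2-5* had a TSS peak at rank 10.6 in GFP- and none in GFP+, but over all its annotated transcript starts the highest ranks were 89.6 and 81.5. *Myh7*, *Dmd* and *Nkx2-5* are not in the cardiomyocyte set used here. *Myl7* and *Sln* had no TSS peak in either list.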

Strikingly, however, the chromatin of CMF genes was quantitatively as open in ECs as in cardiomyocyte nuclei (Figure 4A: *Tnni3, Tnnt2, Tnnc1, Myh6*; Figure 4B red line; and Figure 4C, red diamonds). In addition to accessibility at promoter-TSS regions, most peaks associated with enhancer regions of cardiomyocyte marker genes (intergenic and intronic) were also seen in cardiac ECs (Figure 4—figure supplement 1A–B) We did identify a small number of enhancer regions that were unique to the non-EC nuclei, including an enhancer region upstream of the gene encoding the cardiac transcription factor *Nkx2-5*, and an intronic enhancer within the *Dmd* gene (Figure 4—figure supplement 1C). These data demonstrate that cardiac ECs have open chromatin at CMF genes, and exhibit quantitatively similar accessibility at these genes at both TSS and enhancer regions as the underlying parenchyma.

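Distal peaks were taken as those with a summit in an intron or intergenic sequence, more than 1000 bp from any transcript start of the GENCODE basic set. They were assigned to the protein-coding gene with the nearest TSS. Of 698 distal GFP- peaks at cardiomyocyte genes, 546 overlapped a GFP+ peak by at least 1 bp (78.2%, 95% interval 75.0 to 81.1%). The share was 64.4% for all protein-coding genes (37479 of 58180), 67.9% for non-specific genes, 74.5% for endothelial genes (72.0 to 76.9%) and 41.9% for fibroblast genes (717 of 1710, 39.6 to 44.3%). The cardiomyocyte share lay at percentile 99.95 among random gene sets (56.5 to 72.2%). Endothelial genes lay at percentile 99.93, non-specific genes at 98.85 (61.4 to 67.4%) and fibroblast genes at 0, so the excess was not particular to cardiomyocyte genes. The cardiomyocyte share moved most when the overlap had to cover 50% of both peaks, to 67.0%. The 3 regions labelled in Figure 4—figure supplement 1C were found in the GFP- list from their distances to the TSS. The region upstream of *Nkx2-5* on chromosome 17 (mm10, 26861169 to 26862103) ranked 83.9 in GFP- nuclei, and a GFP+ peak of 397 bp inside it ranked 67.4. Its summit lies within 1000 bp of an annotated transcript start of another gene, so it was not counted among the distal peaks. The intronic *Dmd* region on chromosome X (85084137 to 85085224) ranked 84.9 in GFP- nuclei and held a GFP+ peak of 228 bp at rank 7.55. The intergenic region upstream of *Lmod2* on chromosome 6 (24583328 to 24583950) ranked 78.4 in GFP- nuclei and overlapped no GFP+ peak.

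**Figure D2:**
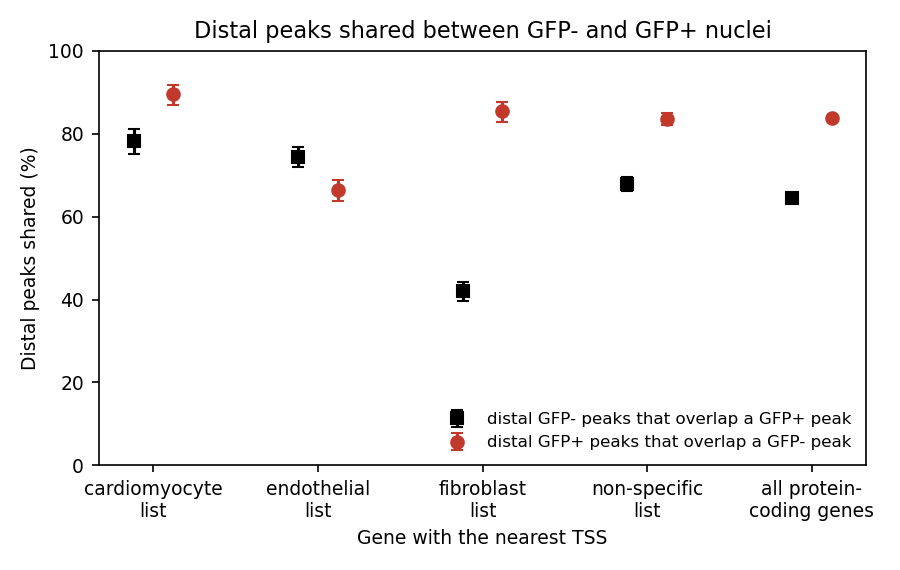
Share of distal GFP- peaks that overlap a GFP+ peak, and of distal GFP+ peaks that overlap a GFP- peak (percent), by gene set, with Wilson 95% intervals from peak counts. For distal GFP- peaks, cardiomyocyte genes lie at 78.2% and fibroblast genes at 41.9%.

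**Figure D3:**
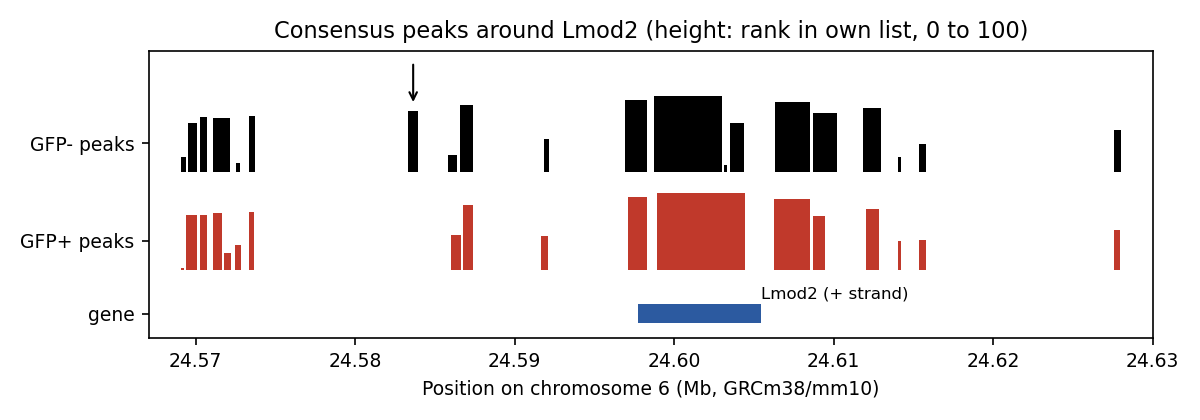
GFP- and GFP+ peaks around *Lmod2* on chromosome 6 (mm10, position on the x axis), with the *Lmod2* gene. Other genes in the window are not drawn, and some of the peaks lie in their exons and introns. The arrow marks the upstream GFP- peak from 24583328 to 24583950, which has no GFP+ counterpart.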

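Over 745 distal regions at cardiomyocyte genes, formed by merging overlapping peaks of both lists, the median difference in rank between GFP+ and GFP- was -3.82 (95% interval -4.97 to -3.20), with 231 regions higher and 514 lower in GFP+. The median over all 64962 distal regions was -5.71, and the cardiomyocyte value lay within the central 95% of random gene sets (-9.29 to -2.85). It was 4.03 over 1648 regions at endothelial genes (2.39 to 5.14), -4.65 at non-specific genes and -20.4 over 1820 regions at fibroblast genes (-22.7 to -18.6). Counted from the GFP+ list, 89.5% of the distal peaks at cardiomyocyte genes overlapped a GFP- peak (573 of 640, 86.9 to 91.7%), just above the central 95% of random gene sets (77.4 to 89.4%). The share was 66.3% at endothelial genes (63.8 to 68.8%), below all random gene sets, 85.4% at fibroblast genes (82.9 to 87.6%), 83.6% at non-specific genes and 83.7% over all protein-coding genes. The paper compares read density in GFP+ and GFP- nuclei over the 3 cell-type gene sets, finds endothelial genes open and fibroblast genes markedly less open in GFP+ nuclei while cardiomyocyte genes are as open in both populations, and concludes that cardiac ECs have open chromatin at CMF genes, at the TSS and at enhancers. The read density itself is not analysed here.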

**Figure 4.**
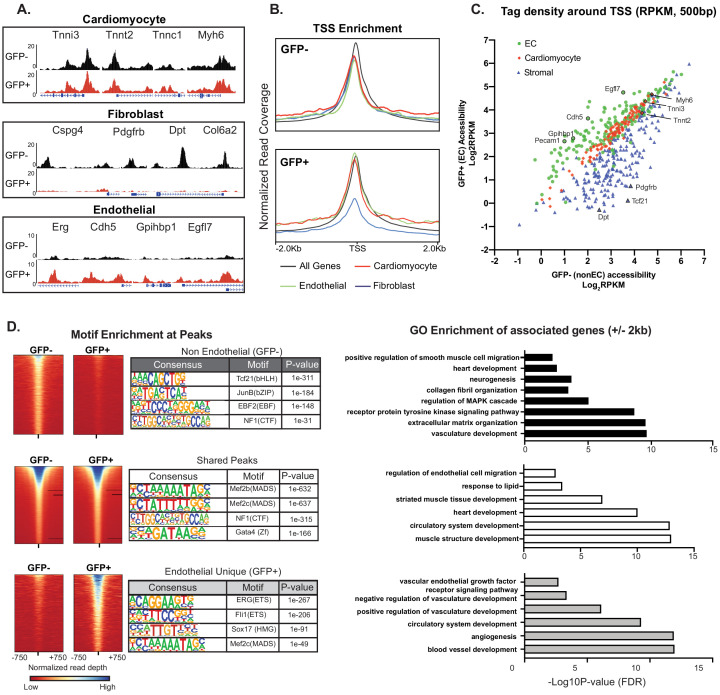
Cardiac ECs maintain open chromatin at CMF genes. (**A**) Representative ATACSeq gene tracks for cardiomyocyte, fibroblast, or endothelial cell genes in isolated GFP+ (endothelial, in red) or GFP- (non-endothelial, in black) nuclei. (**B**) Genome-wide open chromatin at the transcriptional start sites (TSSs) of cardiomyocyte, stromal, or endothelial cell genes in GFP- (non-endothelial) and GFP+ (endothelial) nuclei. Note chromatin of cardiomyocyte genes (red) is as open in ECs (GFP+) as non-ECs (GFP-). (**C**) Comparison of accessibility in GFP- vs GFP+ nuclei at TSS peaks (+/- 250 bp) for EC genes (green), cardiomyocyte genes (red), and stromal genes (blue). Note again that chromatin of cardiomyocyte genes is as open in EC as non-EC nuclei. (**D**) Motif enrichment analysis of ATACSeq peaks unique to non-endothelial (GFP-) nuclei (top), unique to endothelial (GFP+) nuclei (bottom), and shared peaks (middle). Right panels: gene ontology (GO) analysis of genes within 2 kb of each peak set. Full statistics and GO annotations for peak regions shown in Supplementary file 3. Additional analyses shown in Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
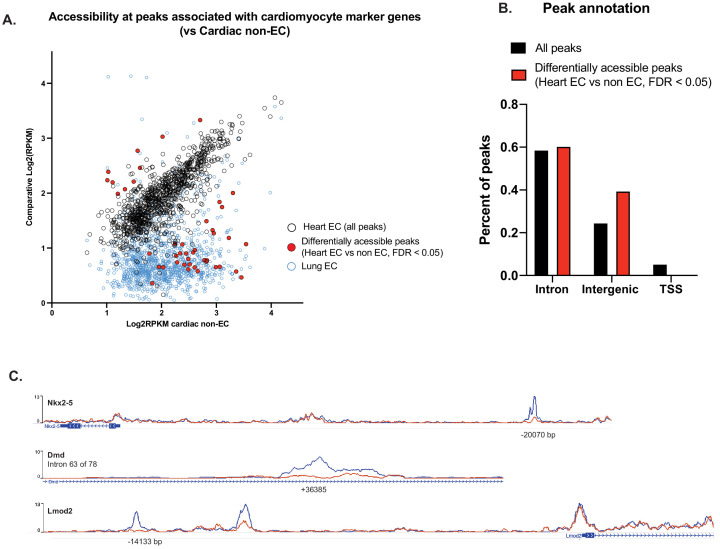
Differential accessibility at all peaks associated with CMF genes. (**A**) Comparative accessibility (Log_2_RPKM) of all peaks associated with CMF genes in the non-EC (GFP-) nuclei of NuTRAP hearts vs cardiac and lung endothelial cells (GFP+). All peaks highlighted in red are differentially accessible between GFP- and GFP+ nuclei from heart, as calculated by DiffBind (DESeq2). (**B**) Annotation of all cardiac endothelial cell peaks vs those that are differentially accessible between GFP- and GFP+. Differentially accessible regions are primarily in enhancer (intergenic and intronic) regions rather than transcriptional start sites. (**C**) Representative tracks of peaks with differential accessibility between GFP- and GFP+ nuclei from heart. As shown in (**B**), differential peaks are found in enhancer regions of CMF genes.

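By the position of the summit, 26.3% of the shared GFP+ peaks lay within 1000 bp of a transcript start of the GENCODE basic set (14822 peaks, 95% interval 26.0 to 26.7%). The share was 7.84% for peaks found only in the GFP- list (1875 peaks, 7.50 to 8.19%) and 7.75% for peaks found only in the GFP+ list (677 peaks, 7.21 to 8.33%), so that the unshared peaks of the lists differed by less than their counting error under this definition. When 50% of both peaks had to overlap, the promoter share was 10.1% of GFP- only (9.76 to 10.4%) and 13.7% of GFP+ only peaks (13.2 to 14.2%), a difference beyond the counting error. Introns held 50.8% of the GFP- only peaks, 52.7% of the GFP+ only peaks and 42.1% of the shared peaks. Intergenic sequence held 35.7%, 32.5% and 26.0%, and exons 5.63%, 7.01% and 5.56%. Sharing was defined here by overlap of the peak lists and not by DiffBind, which needs the reads. With the promoter limited to the stretch from 1000 bp upstream to 100 bp downstream of such a start, the promoter share fell to 22.0% for shared peaks and to 4.75% for GFP+ only peaks.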

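Peaks were divided by overlap of at least 1 bp into 23923 found only in the GFP- list, 8730 found only in the GFP+ list and 56278 GFP+ peaks shared with the GFP- list. Consensus words of transcription factor binding sites were searched on both strands in the 200 bp around each summit, and their frequency was divided by the mean frequency of 20 letter shuffles of the same word in the same windows. The ERG/FLI1 (ETS) word CAGGAAGT was found in 5.92% of GFP+ only peaks, 9.90-fold over its shuffles (95% interval 9.11 to 10.8). Its fold was 5.01 in shared peaks and 5.66 in GFP- only peaks. With windows 1000 bp to each side of the summit as the background, the ETS fold in GFP+ only peaks was 3.53. The SOX17 word CCATTGT was 2.96-fold over its shuffles in GFP+ only peaks (2.72 to 3.22), 1.48-fold in shared peaks and 1.11-fold in GFP- only peaks. Against the flanking background, the SOX17 fold fell below 1 in shared peaks (0.901) and in GFP- only peaks (0.736). For both words, the fold was highest in GFP+ only peaks, beyond the intervals, in all 5 of the settings tried.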

HOMER analysis (Heinz et al., 2010) revealed that ATAC-seq peaks unique to GFP+ (EC) nuclei (Supplementary file 3) were enriched for known endothelial transcription factor binding sites (ERG, ETS), consistent with their endothelial identity. 

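A GFP+ only peak lay within 2000 bp of the TSS of 51 of the 176 endothelial genes (29.0%), more than for any of the random gene sets, of which the central 95% had between 1 and 10 such genes. The same held for 3 cardiomyocyte genes (2.73%), 7 fibroblast genes and 2.79% of all protein-coding genes. The contrast between gene sets depended on the rule for a shared peak. When 50% of both peaks had to overlap, 82 endothelial, 34 cardiomyocyte (30.9%) and 78 fibroblast genes (32.2%) had a GFP+ only peak within that distance, each above all random gene sets. Within 10000 bp, 21 cardiomyocyte genes did, at percentile 99.8. The GFP+ only peaks with the largest areas included a peak of 2633 bp 3882 bp upstream of the TSS of *Egfl7* (chromosome 2, 26574407 to 26577039, mm10; rank 91.8), a peak overlapping *Sox17* (chromosome 1, 4491646 to 4493917; rank 91.3) and a peak 2030 bp upstream of the TSS of *Cdh5* (104098769 to 104100651; rank 85.6). The next by area were nearest to *Selenow* and *Lrrc30*.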

Genes within 2 kb of GFP+ unique peaks showed GO enrichment for vascular development-associated terms (Figure 4D, lower panel). 

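In peaks found only in the GFP- list, the TCF21 word AACAGCTG occurred in 5.52% of windows, 8.07-fold over its shuffles (95% interval 7.65 to 8.50), against 2.96-fold in shared peaks and 3.02-fold in GFP+ only peaks. The AP-1 word TGASTCA (S stands for C or G) occurred in 11.6% of GFP- only peaks, at a fold of 3.74 (3.62 to 3.88), against 2.16 and 1.99 in shared and GFP+ only peaks. The EBF2 word had a fold of 4.28 in GFP- only peaks (3.92 to 4.68), 1.28 in shared peaks and 3.44 in GFP+ only peaks, and was highest in GFP- only peaks beyond the intervals in 3 of 5 settings. Palindromic words such as those of AP-1 and EBF2 gave ratios of 0.509 and 0.481 to their shuffles in random sequence, so folds were compared between classes of peaks for a given word and not between words. A GFP- only peak lay within 2000 bp of the TSS of 97 of the 242 fibroblast genes (40.1%), above all random gene sets, of which the central 95% had between 9 and 24. It did so for 7 cardiomyocyte genes (6.36%), 7 endothelial genes (3.98%) and 6.76% of all protein-coding genes. The number of cardiomyocyte genes rose to 32 under reciprocal overlap of 50% (percentile 100) and to 38 within 10000 bp (percentile 99.985). The *Tcf21* gene itself had a TSS peak at rank 83.8 in GFP- nuclei and none in GFP+ nuclei. Of the GFP- only peaks, the largest by area lay 166 bp from the TSS of *Mrgprf* (chromosome 7, 145299228 to 145301551, mm10; rank 96.1), followed by peaks nearest to *Col15a1*, *Clvs1*, *Wasf3* and *Ccng2*.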

In parallel, peaks unique to GFP- (non-EC) nuclei were enriched for the smooth muscle and cardiac fibroblast transcription factor TCF21, as well as genes associated with neurogenesis and extracellular matrix organization (upper panel). Most interestingly, however, peaks that overlapped between GFP- and GFP+ nuclei (middle panel) were significantly associated with genes of cardiomyocyte development and contraction, and HOMER analysis showed enrichment for the cardiac transcription factors GATA4 and MEF2. These unbiased analyses thus strongly support genome-wide open chromatin at CMF genes in both ECs and cardiomyocytes.

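The MEF2 word YTAWWWWTAR (Y, C or T; W, A or T; R, A or G) occurred in 5.62% of shared peaks, 3.77-fold over its shuffles (95% interval 3.64 to 3.90), against 1.50-fold in GFP- only peaks and 1.83-fold in GFP+ only peaks, and its fold was highest in shared peaks in each of the settings. In GFP- only peaks the MEF2 fold fell to 0.898 in windows of 400 bp, against a ratio of 0.553 for this palindromic word in random sequence. The GATA4 word WGATAAGR occurred in 3.17% of shared peaks, at a fold of 1.42 (1.35 to 1.48). Its fold was 1.46 in GFP+ only peaks, which differed from that in shared peaks by less than the counting error, and 1.06 in GFP- only peaks. Against flanking windows, however, GATA4 was higher in GFP+ only peaks, at 1.59 (1.44 to 1.76), than in shared peaks, at 1.24 (1.18 to 1.30). The GATA4 fold in shared peaks was 1.05 in 400 bp windows. The NF1 word had folds of 3.39 in GFP- only, 3.87 in shared and 5.59 in GFP+ only peaks. A shared peak lay within 2000 bp of the TSS of 101 of the 110 cardiomyocyte genes (91.8%), above all random gene sets (54 to 74 genes). The same held for 94.6% of non-specific genes, 81.8% of endothelial genes, 73.1% of fibroblast genes and 58.5% of all protein-coding genes. Sheets of Supplementary file 3 for the shared peaks carry names that refer to the removal of lung peaks, a step not repeated here.

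**Figure D4:**
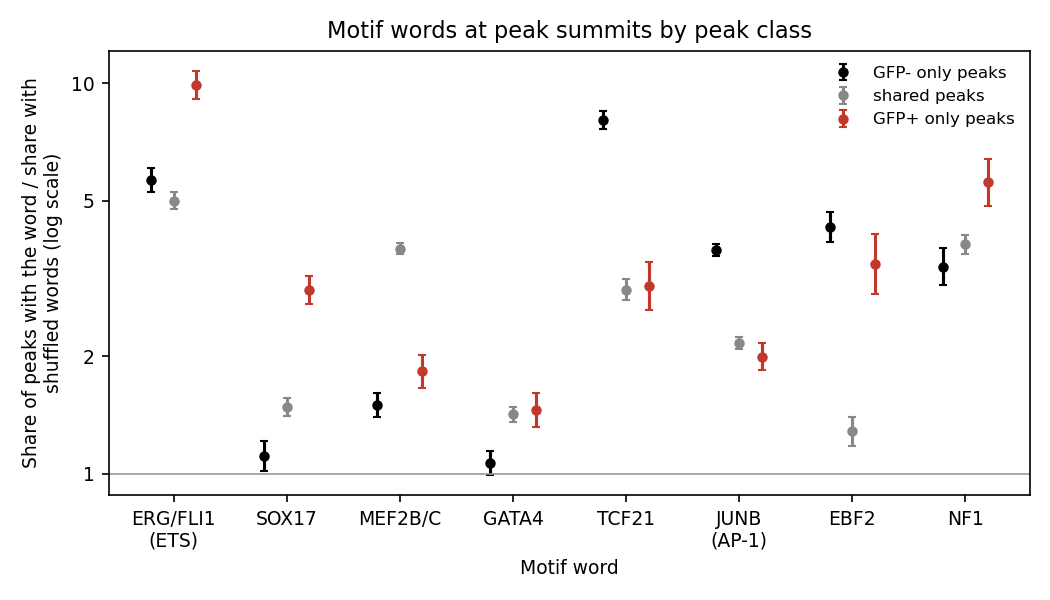
Fold of each consensus word over its letter shuffles within 200 bp windows at the summit, for GFP- only, shared and GFP+ only peaks, with 95% intervals from the counting error of the peaks. The ETS word stands highest in GFP+ only, TCF21 in GFP- only and MEF2 in shared peaks.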

Finally, we compared these epigenetic data with heart EC-specific genes (as opposed to ECs from other organs) identified in previous studies. We focused on genes with >2 fold increased expression compared to brain or lung ECs in the data from Cleuren et al., and a baseline expression of at least 10 transcripts per million (TPM) in both that data set and ours (Figure 5A). 

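Accessibility was also read from the GFP+ peak list for the cardiac EC-enriched genes labelled in Figure 5A. *Dcn*, *Dpt*, *Ahsg*, *Slc28a2* and *Itgbl1*, the 5 labelled genes drawn as closed, had no GFP+ peak within 250 bp of the TSS, and none at any other annotated transcript start. *Dcn*, *Dpt* and *Itgbl1* had a TSS peak in the GFP- list, at rank 66.1 for *Dcn* (chromosome 10, 97479240 to 97479805, mm10) and 15.8 for *Itgbl1*. *Ahsg* and *Slc28a2* had none in either list. A list holds only regions that passed the authors' threshold, so a gene without a peak is not shown to lack reads at its TSS.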

Interestingly, not all of these cardiac EC-enriched genes revealed open chromatin (RPKM <1.5 at the TSS), suggesting that these transcripts may in fact have origins outside the ECs. GO analysis of the genes with closed chromatin revealed largely fibroblast-like annotations (Figure 5B, left). In contrast, GO analysis of the genes with open chromatin (RPKM >3 at the TSS) once again revealed strong enrichment for CMF genes, as well as metabolic genes related to handling of fatty acids, the primary fuel of cardiomyocytes (Figure 5B, right).

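Of the 13 genes labelled as open in Figure 5A, 11 had a GFP+ peak within 250 bp of the TSS of the gene record. The other two, *Mb* and *Myl3*, had a GFP+ peak at another annotated transcript start, at rank 99.8 for *Mb* and 89.4 for *Myl3*, against 97.9 and 90.2 in GFP-. Among genes of the contractile apparatus and energy metabolism of cardiomyocytes, *Myl2* ranked 98.7 in GFP+ (chromosome 5, 122099925 to 122103759, mm10) and 99.7 in GFP-, *Adprhl1* 97.8 in both lists, and *Ckmt2* 94.4 in GFP+ and 94.1 in GFP-. Among genes of fatty acid and glycerol handling, *Fabp4* had a TSS peak only in the GFP+ list, at rank 59.9 (chromosome 3, 10208351 to 10208866), *Cd36* ranked 67.9 in GFP+ and 67.7 in GFP-, and *Aqp7* ranked 81.0 in GFP+ and 64.4 in GFP-. *Lama4* ranked 89.9 in GFP+ and 90.5 in GFP-, and *Cdh13* 46.2 and 48.0. *Fbln2*, which like *Lama4* is in the fibroblast set, fell from 78.9 in GFP- to 58.7 in GFP+. *Btnl9* had a TSS peak only in GFP+, at rank 25.7.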

**Figure 5.**
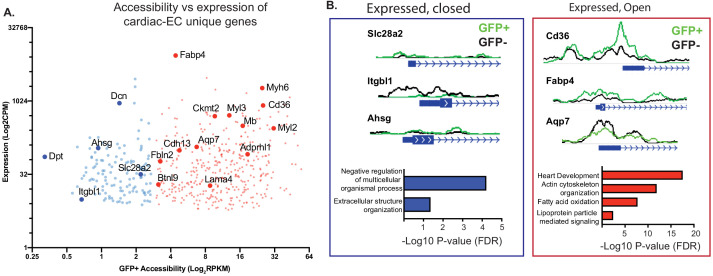
Not all genes expressed in endothelial cells (ECs) have open chromatin. (**A**) Gene expression (data from Cleuren et al.; GSE138630) and gene accessibility of cardiac EC-enriched genes (with expression of at least 10 CPM, and twofold or higher expression compared with brain or lung endothelial cells) in cardiac endothelial (GFP+) nuclei. Blue: relatively close chromatin (Log2RPKM +/- 250 bp at TSS peaks <3); red: relatively open chromatin (>3). (**B**) Representative tracks and gene ontology (GO) analysis of cardiac EC-enriched genes with closed (blue) or open (red) chromatin.

In summary, these data demonstrate that, while as expected cardiac ECs have open chromatin at EC-specific genes and closed chromatin at fibroblast cell-specific genes, they broadly share open chromatin regions with the cardiomyocytes that make up the underlying parenchyma.

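Over the whole genome, 86.6% of the GFP+ peaks overlapped a GFP- peak (95% interval 86.3 to 86.8%) and 69.7% of the GFP- peaks overlapped a GFP+ peak (54989 peaks, 69.4 to 70.0%). Merged, the lists formed 86649 regions, of which 62.3% held peaks of both populations, 10.1% held GFP+ peaks only and 27.6% held GFP- peaks only. The shares depended on what counted as overlap. When 50% of both peaks had to overlap, they were 73.7% of GFP+ and 60.7% of GFP- peaks. The lists also differ in length, and with the GFP- list shortened by area to the size of the GFP+ list, the shares were 79.2% and 76.8%. The GFP- nuclei mix the non-endothelial cell types of the heart, as far as their nuclei passed the gate for diploid DNA content. The lists do not separate cardiomyocyte nuclei from the others.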

### Open chromatin and expression of CMF genes in ECs requires in vivo cues

Finally, to determine whether open chromatin at CMF is an indelible property of cardiac ECs, or whether it requires active maintenance, we isolated primary cardiac or lung ECs and assayed open chromatin by ATAC-qPCR and ATAC-Seq after expansion in culture, that is in the absence of local cues provided in vivo (Figure 6A). Chromatin at the EC-specific genes *Erg* and *Cdh5* remained open during this time, consistent with maintenance of endothelial identity (Figure 6B). In sharp contrast, chromatin at CMF genes (*Tnnt2, Myh6*) completely closed within this time span, and had similar accessibility to freshly isolated lung endothelial nuclei (Figure 6C). Interestingly, accessibility at *Pdgfrb*, a pericyte/fibroblast marker, was increased in culture, although *Cspg4* and *Tcf21* remained closed (Figure 6D), likely reflecting some endothelial-to-mesenchymal transition occurring under culture conditions. Similarly, ATAC-Seq of cultured cardiac ECs showed that accessibility at CMF genes was overall reduced compared to endothelial or fibroblast genes (Figure 6E). Annotation of ATACSeq peaks (Figure 6F; Supplementary file 4) showed an enrichment for in genes involved with metabolic processes, signal transduction, and cell differentiation in newly opened peaks. In contrast, peaks that closed in culture were primarily associated with CMF terms, including heart development and muscle contraction. We conclude that open chromatin at CMF genes in cardiac ECs in vivo requires active maintenance by the surrounding parenchyma.

**Figure 6.**
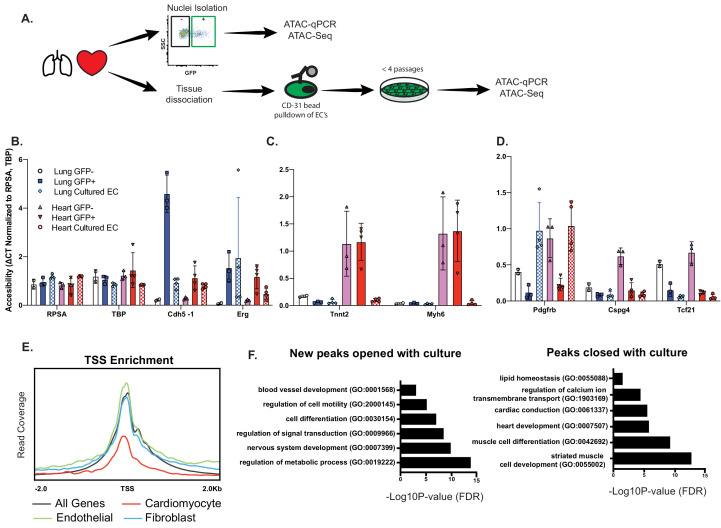
Open chromatin and expression of CMF genes in ECs requires in vivo cues. (**A**) Experimental scheme. N = 2–4 biological replicates. ATAC-qPCR and ATAC-Seq was performed on freshly isolated endothelial nuclei, or cultured endothelial cells from heart or lung. qPCR regions were identified based on peaks identified in sequencing data. (**B**) Relative accessibility (compared to housekeeping genes, *Rpsa* and *Tbp* of endothelial cell genes, *Cdh5* and *Erg*). (**C**) Relative accessibility of cardiomyocyte genes (*Tnnt2, Myh6*). (**D**) Relative accessibility of fibroblast-signature genes (Pdgfrb, Cspg4, Tcf21) (**E**) Representative TSS enrichment plot of cultured cardiac endothelial cells. Enrichment shown for cardiomyocyte-specific, endothelial or fibroblast specific gene sets (gene sets previously identified in Supplementary file 1). (**F**) GO enrichment for peaks that open (left) or close (right) in cultured cardiac endothelial cells vs freshly isolated. Complete statistical analyses by DESEQ2 and GO annotations shown in Supplementary file 4.

## Discussion

Overall, we show here that cardiac ECs possess transcriptional and epigenetic signatures of cardiomyocytes, but not other cell types within the heart. Moreover, the presence of open chromatin at cardiomyocyte-specific genes, as well as the nuclear expression of these genes in ECs, demonstrates significant EC-intrinsic transcriptional contribution of these mRNAs. A gene expression signature in ECs that mirrors the underlying parenchyma is also apparent in public datasets from other studies, and was recently reported in the literature for the first time by Jambusaria et al. These studies, however, left open the question of the mechanism by which these mRNAs were to be found in cardiac ECs. In numerous unofficial discussions at scientific meetings, the observation has in general been ascribed to either technical contamination, or to cardiomyocyte-derived mRNA transferring to ECs via extracellular vesicles or other paracrine mechanism. Our results, in contrast, demonstrate that these CMF mRNAs originate in ECs themselves, via active maintenance of open chromatin and transcription. It must be noted that the functional consequence of this shared signature, and whether it results in translation of CMF transcripts, remains to be determined.

The notion that ECs actively express CMF genes has been contentious. However, at this point, the arguments against contamination as an explanation for the presence of CMF mRNAs in cardiac ECs are numerous and compelling:

1. Kendall Tau correlations demonstrate lack of correlation between genes highly expressed in cardiomyocytes and those potentially contaminating ECs. Were contamination to be occurring, these levels of expression would correlate.
2. In the single cell RNAseq datasets, only a subset of ECs contained only a subset of CMF genes (most often only one). If CMF mRNAs were being captured by ECs by contamination, this would be observed in all cells. Even in the unlikely scenario that only a subset of ECs captured CMF mRNAs, they would capture all CMF genes instead of on average only one.
3. CMF mRNAs in ECs are relatively more unspliced than in cardiomyocytes, supporting the presence of nascent mRNAs in ECs.
4. Nuclear qPCR reveals the same observations as whole-cell RNAseq. If contamination were occurring in this setting, it would require the formation of nuclear doublets, which was ruled out by forward/side scatter, and by counterstaining with PCM-1, a marker specific for cardiomyocyte nuclei.
5. RNAscope studies demonstrate direct visualization of CMF transcripts in EC nuclei in situ, ruling out artifacts of cell preparation or sorting during the RNAseq studies.
6. ATACseq on chromatin of cardiac ECs demonstrates fully open chromatin at CMF genes. Unlike highly variable mRNA abundance, chromatin abundance is proportional to cell count. Thus, if contamination were occurring in this setting, EC chromatin would be, on average, only mildly open (proportional to the level of contamination), because the majority of the signal would still stem from ECs.
7. In aggregate, these data provide unambiguous support for the notion that cardiac ECs have open chromatin at CMF genes, and actively transcribe these genes. However, these data do not indicate whether CMF genes are also translated, and serve similar functions in ECs as they do in cardiomyocytes.

Interestingly, we find that the expression of CMF genes, including immature, unspliced transcripts, in ECs is detectable in only a subset of cells (~60%), and that in general only 1–2 genes are detectable, and not always the same ones. In contrast, the chromatin at these genes, although evaluated only in bulk, appears to be as open as that of cardiomyocytes. These observations suggest that chromatin is maintained open at these genes in all cardiac ECs, but that rates of transcription are relatively low and stochastic, and that there may not be a defined subset of ECs that express CMF genes. We hypothesize that this fully open chromatin at CMF genes in cardiac ECs may reflect shared developmental origin between cardiomyocytes and ECs. During development, cardiac progenitors that express *Nkx2-5* (primary heart field) or *Isl1* (secondary heart field) give rise to both ECs and cardiomyocytes (Jia et al., 2018; Moretti et al., 2006; Wu et al., 2006). Thus, accessibility of chromatin at cardiomyocyte-specific genes may be due to epigenetic memory of this shared developmental origin.

An outstanding question remains as to the role of the cardiomyocyte epigenetic and transcriptional signature on endothelial function. Recent studies point towards a potential role in EC maturation. Both developmental and adult cardiomyocyte and ECs share expression of the transcription factor MEF2C, the number one predicted binding site in our analysis of open chromatin peaks shared between cardiac ECs and cardiomyocytes. Endothelial-specific MEF2C has been shown to regulate angiogenesis (Sacilotto et al., 2016), cell integrity and survival (Potthoff and Olson, 2007), as well as response to inflammation (Xu et al., 2015). GATA4, whose motif is highly enriched between cardiac ECs and cardiomyocytes, is expressed by cardiac progenitors and in adult cardiomyocytes, but almost undetectable in ECs. Nonetheless, a recent study Maliken et al., 2018 demonstrated that inducible knockdown of GATA4 in adult ECs resulted in a less mature, PECAM1-‘low’ EC phenotype, including hyperproliferation, reduced differentiation, and impaired tube formation capacity. Although not highlighted in the main figures, the supplementary data from this study reveals that expression of CMF genes, including *Myh6, Myl7, Tnnt2* and *Sln*, are significantly downregulated (25–1.5 fold) upon *Gata4* knockdown. These studies, which show that loss of cardiomyocyte transcription factors results in EC ‘immaturity’, are consistent with our observation that cardiomyocyte-specific gene accessibility is lost in cardiac ECs upon culture. We hypothesize that perhaps cardiomyocyte transcription factors, such as GATA4 and MEF2, are responsible for maintaining the open chromatin signature of CMF genes within ECs in the heart, and that CMF gene expression plays a role in cardiac EC maturity.

In summary, we demonstrate here that cardiac ECs maintain open chromatin and active transcription at a number of myofibrillar genes thought to be uniquely expressed in cardiomyocytes. This shared chromatin accessibility landscape is likely maintained by paracrine cues in vivo, and likely serves to maintain the unique phenotype of cardiac ECs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	B6;129S6-*Gt(ROSA)26Sortm2(CAG-NuTRAP)Evdr*/J	Cell Rep. 2017 Jan 24; 18(4): 1048–1061.	NuTRAP	https://www.jax.org/strain/029899
Strain, strain background (*Mus musculus*)	B6;129-Tg(Cdh5-cre)1Spe/J	JAX strain 017968	Cdh5-Cre, VE-Cadherin-CRE	
Antibody	Pecam1 antibody; Rat monclonal	BD Pharmigen	Cat# 558736	(1:500)
Antibody	Pcm1; Rabbit polyclonal	Sigma	Cat# HPA023370	(1:250)
Software, algorithm	fastp	Chen et al., 2018		
Software, algorithm	Bowtie2	Langmead and Salzberg, 2012		
Software, algorithm	Genrich	https://github.com/jsh58/Genrich		
Software, algorithm	Picard Tools	http://broadinstitute.github.io/picard/		
Software, algorithm	samtools	Li et al., 2009		
Software, algorithm	STAR	Dobin, 2013		
Software, algorithm	Seurat	Stuart et al., 2019		
Software, algorithm	R	https://www.r-project.org/		
Software, algorithm	DiffBind	Ross-Innes et al., 2012		
Software, algorithm	Deeptools	Ramírez et al., 2016		
Software, algorithm	Homer	Heinz et al., 2010		
Software, algorithm	Velocyto	La Manno et al., 2018		
Other	DAPI stain	Molecular Probes		(1:1000)
Other	RNAscope Probe- Mm-Tnnt2-C3	ACD Bio	Cat# 418681-C3	
Other	RNAscope Probe- Mm-Cdh5-C2	ACDBio	Cat# 312531-C2	
Commercial assay or kit	RNAscope Multiplex Fluorescent v2 Assay	ACD Bio	Cat# 323136	
Commercial assay or kit	Illumina Tagment DNA Enzyme and Buffer	Illumina	Cat#:20034197	1.25 uL of enzyme used per 50,000 nuclei for transposition

### Nuclei isolation

Nuclei were isolated from whole heart tissue following the method outlined in Roh et al., 2017. In brief, whole hearts were dounced in 10 mL nuclear preparation buffer (NPB; 10 mM HEPES (pH7.5, 1.5 mM MgCl, 10 mM KCl, 250 mM Sucrose, 0.1% IGEPAL-630/NP-40, 0.2 mM DTT, cOmplete mini EDTA-free protease inhibitor Roche #11836170001)). Homogenates were filtered through 40 µM cell strainers, and spun at 500G for 5 min. Nuclear pellets were washed 1X in NPB buffer, and then resuspended in 2 mL nuclear sort buffer (NSB; 10 mM Tris pH 7.5, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% IGEPAL-630/NP-40, 0.2 mM DTT, cOmplete mini EDTA-free protease inhibitor) and passed through a filter-top FACS tube.

### TRAP RNA isolation

Translating Ribosome Affinity Purification (TRAP) was performed as described in Roh, et al. In brief, ~50 mg of fresh heart tissue was dounce homogenized in 6 mL of homogenization buffer (50 mM Tris pH7.5, 12 mM MGCl,, 100 mM KCl, 1% IGEPAL-630/NP-40, 100 µg/mL cycloheximide, 1 mg/mL sodium heparin, 2 mM DTT, 0.2units/µL RNAse inhibitor, 1X cOmplate EDTA-free protease Inhibitor). Samples were centrifuged at 13,000 RPM for 10 min to remove cell debris. The supernatant was then collected and incubated with anti-GFP antibody (5 µg/mL, Abcam ab290) for 1 hr at 4°C. Protein G dynabeads were washed twice in low-salt wash buffer (50 mM Tris, pH 7.5; 12 mM MgCl2; 100 mM KCl; 1% NP-40; 100 μg/ml cycloheximide; 2 mM DTT), added to the homogenates with antibody, and subsequently incubated for 30 min. Dynabeads with immunoprecipitates were washed three times in high-salt wash buffer (50 mM Tris, pH 7.5; 12 mM MgCl2; 300 mM KCl; 1% NP-40; 100 μg/ml cycloheximide; 2 mM DTT). Following the last wash, RLT buffer with β-mercaptoethanol was added to dynabeads, and RNA was extracted using Qiagen Micro RNeasy kit according to the manufacturer’s instructions. For input or supernatant RNA, 5% of total homogenates or IP supernatants unbound to beads (respectively) were mixed with TRIzol and processed according to the manufacturer’s instructions to extract total RNA. All RNA was further cleaned using AMPure bead purification to remove residual salts, and RNA integrity was analyzed by Agilent Bioanalyzer.

### Flow cytometry and sorting

EC nuclei were isolated by florescence activated cell sorting (FACs) on a BD FACS Aria II. Single, non-dividing nuclei were identified by selecting on DAPI for 2 n, followed by FSC-A/FSC-H for doublet removal, and FSC/SSC. From this subset, GFP+ nuclei were selected. GFP positive and negative nuclei were sorted directly into ATAC-Seq lysis buffer (Buenrostro, et al; 10 mM TrisCl, 10 mM NaCl, 3 mM MgCl, 0.1% IGEPAl-630/NP-40) in eppendorf tubes for further processing.

### ATAC-Seq

Sorted nuclei were spun at 500G at 4C for 10 min. ATACSeq reactions were prepared from nuclei according to Buenrostro, et al, using Illumina TDE1 tagment DNA Enzyme and TD buffer (#15027865, 15027866). Libraries were amplified for a total of 13–17 cycles following transposition. Libraries were cleaned to remove very large (>1000) or very small (<50 bp) DNA sequences using AMPure bead cleanup. Library quality was assessed by Bioanalyzer.

### RNA-Seq

For RNASeq, ~25 ng of total RNA was using the NuGEN Ovation V2 kit for cDNA amplification, followed by NEBNext Ultra DNA Library Prep Kit for Illumina for library construction, according to manufacturer’s instructions. A Covaris E220 was used to sonicate cDNA to ~200 bp fragments prior to library construction. Library quality was assessed by Agilent Bioanalyzer. Using a NextSeq 550 sequencer, 75 bp single-end sequencing was performed. Libraries were aligned and quantified using STAR v2.7.0 (Dobin et al., 2013). The mouse reference genome was generated using GRCm38, and gene counts quantified using annotations from GRCm38.99. Parameters used were --runThreadN 8; --genomeDir GRCm38; --sjdbGTFFile GRCm38.99; --sjdbOverHang 100; --outSAMtype BAM SortedByCoordinate; --quantMode GeneCounts.

### ATACSeq

ATACSeq libraries were sequenced on a NextSeq 550 using 35 × 2 reads. Raw data was cleaned and trimmed using fastp (Chen et al., 2018), and mapped to the mm10 mouse genome using bowtie2, v 2.3.4 (Langmead and Salzberg, 2012). Maximum insert size was set to 2000 (-X 2000). Mapped reads were converted to bam and filtered for quality using samtools (Li et al., 2009), with the following parameters: *samtools view -h -F 4 -q 10 -bS*. Duplicates were removed with Picard (http://broadinstitute.github.io/picard/), using MarkDuplicates (-REMOVE_DUPLICATES True). Libraries were then downsampled to 50 million reads, and Genrich (https://github.com/jsh58/Genrich) was used to call peaks on non-mitochondrial reads using ATAC-seq mode. For peak calling, files were sorted by name using samtools, and blacklist regions were derived from ENCODE. Both replicates were used for consenses peak claling. Parameters for Genrich used were *-j -v -y -r -e chrM,chrY -E $BLACKLIST -k OUTFILE.bedgraphish -t REPLICATE1.BAM,REPLICATE2.BAM -o OUTFILE.narrowPeak.* For genome browser visualization, bigwig files (.bw) were generated by text parsing to convert. bedgraphish outputs to. bedgraph, and converted to bigwig format bedGraphtoBigWig (http://genome.ucsc.edu/).

Finally, differential peak analysis was performed using Diffbind (Ross-Innes et al., 2012) with peaks generated from Genrich. Deeptools (Ramírez et al., 2016) was used to generate heatmap and profile plots, and Homer (Heinz et al., 2010) for transcription factor motif analysis and peak annotation.

### Single-cell data analysis

In the mouse, in order to identify gene sets representative of endothelial, cardiomyocyte, or fibroblast cells within the heart, gene counts from SMART-Seq2 RNA-Seq were downloaded from *Tabula Muris (*https://figshare.com/articles/dataset/Single-cell_RNA-seq_data_from_Smart-seq2_sequencing_of_FACS_sorted_cells_v2_/5829687). Data was processed using Seurat v3. Cells were first filtered for number of unique genes (nFeature_RNA > 200,<3000), and log normalized (normalization.method=”LogNormalize’, scale.factor = 10000). Data were then clustered by non-linear dimensional reduction (UMAP/tSNE) to identify cell type, using published RDS file to preserve clusters. Differentially expressed features (genes) were identified using with FindMarkers. The top 300 genes that were positively associated as markers of each cluster (that is, had increased rather than decreased expression) were used to generate cell-type specific gene lists. Marker gene lists and according statistics for each cell subset are shown in Supplementary file 1. To create bed files to generate enrichment tracks for ATACSeq, mitochondrial genes were removed from cell-type specific gene sets, since these genes are accessible in all cell types. The characteristic genes for each major cardiac cell type (cardiomyocyte, endothelial, fibroblast) were used for to analyze and compare accessibility of cell-type specific gene sets.

### Velocyto

To quantify spliced and unspliced reads across cardiac cell populations, we analyzed BAM alignment files from *Tabula Muris* using Velocyto (La Manno et al., 2018). Cells within cardiomyocyte, endothelial, or fibroblast cell populations were selected using the published annotations in *Tabula Muris.* For higher coverage, we used the SMART-Seq2 data from the microwell experiments. Alignment was performed using STAR. Resulting BAM files were first processed using Velocyto.py with run_smart-seq2 settings to generate loom files for each population. Spliced and unspliced counts were extracted using the Veloctyo.R analysis pipeline, and summed on a per-gene basis across all cells within each population.

### Primary mouse EC isolation

ECs were isolated from CDH5-Cre/NuTRAP animals from heart or lung as previously described (Sawada et al., 2008). In brief, tissues were minced, and digested in 2 mg/mL of collagenase I in DMEM for 20 min at 37°C. Cell suspensions were filtered through 40 µM filtered, and incubated with CD31-conjugated magnetic dynabeads for 1 hr at 4°C. Beads were washed on a magnetic column 8–10 times, and bead-bound cells were grown on gelatin coated tissue culture plates. For ATACSeq of isolated ECs, cells isolated from one animal (heart or lung) were passaged two to four times and grown to confluency for at least 2 days before transposition.

### Immunohistochemistry and confocal imaging

For histology, hearts were prepared for paraffin embedding and sectioned. Samples were hybridized for *Tnnt2* and *Cdh5* RNAs using probes and target amplification by ACD (RNAScope Multiplex Florescent Assay v2 kit), and co-stained by for Pecam1 (Cd31) protein. Imaging was conducted by laser scanning confocal microscopy using a Zeiss LSM 710 Confocal microscope. Images were taken at 63X. Z-stacks were taken at 0.48 um apart. For representative images, three slices are merged and shown (final thickness 0.96 µm).

### Statistics

Pair-wise comparisons were analyzed in Prism by two-tailed unpaired Student’s t-test, and p<0.05 was considered statistically significant. For sequencing analysis, statistics were performed using the programs outlined above.

## Data Availability

The endothelial translatome RNA-Seq data for Rpl22/Tek tissues from Cleuren, et al (2019) was extracted from Gene expression Omnibus (GEO) under accession number GSE138630. Microarray expression data of microvascular endothelial cells isolated by surface marker staining (Nolan et al, 2013) was retrieved from GSE47067. Microarray expression data from Coppiello, et al 2015, of Tie2-GFP labeled endothelial cells was obtained under GSE48209. The human fetal endothelial cell RNASeq data-set from Marcu, et al 2018 was obtained under accession GSE114607. Tabula Muris data is available under accession GSE109774, or on FigShare (https://figshare.com/projects/Tabula_Muris_Transcriptomic_characterization_of_20_organs_and_tissues_from_Mus_musculus_at_single_cell_resolution/27733). The following dataset was generated: YucelNAxsomJYangYLiLRhoadesJHAranyZ2020Cardiac endothelial cells maintain open chromatin and expresion of cardiomyocyte myofibrillar genesNCBI Gene Expression OmnibusGSE14483910.7554/eLife.55730PMC775806533315013 The following previously published datasets were used: CleurenACAvander Ent MAJiangHHunkerKL2019The in vivo endothelial cell translatome is highly heterogeneous across vascular bedsNCBI Gene Expression OmnibusGSE13863010.1073/pnas.1912409116PMC687625331712416 CoppielloGCollantesMSirerol-PiquerMSVandenwijngaertS2015Meox2/Tcf15 heterodimers program the heart capillary endothelium for cardiac fatty acid uptakeNCBI Gene Expression OmnibusGSE4820910.1161/CIRCULATIONAHA.114.01372125561514 NolanDJGinsbergMIsraelyEPalikuqiB2013Molecular signatures of tissue-specific microvascular endothelial cell heterogeneity in organ maintenance and regenerationNCBI Gene Expression OmnibusGSE4706710.1016/j.devcel.2013.06.017PMC387320023871589 MarcuRChoiYJXueJFortinCL2018Human Organ-Specific Endothelial Cell HeterogeneityNCBI Gene Expression OmnibusGSE11460710.1016/j.isci.2018.05.003PMC614723830240741 Tabula Muris Consortium2018Tabula Muris: Transcriptomic characterization of 20 organs and tissues from Mus musculus at single cell resolutionNCBI Gene Expression OmnibusGSE109774

How the deposited data were processed for this re-analysis (not part of the article)

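The data were ATAC-Seq libraries of FACS-sorted heart nuclei from Cdh5-Cre/NuTRAP mice, with 2 replicates of GFP- (non-endothelial) and 2 of GFP+ (endothelial) nuclei. Samples were mapped to populations and replicates from their labels and the paper. The paper and the labels give different amounts of Tn5 per reaction, and no value reported here depends on that amount.

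The authors trimmed the reads with fastp, mapped them to mm10 with bowtie2 allowing long inserts, kept mapped reads above a quality limit with samtools, removed duplicates with Picard, downsampled the libraries and called peaks with Genrich in ATAC-Seq mode, with mitochondrial reads and the ENCODE blacklist left out. They deposited a peak list per population, called from both replicates together. In each list, the deposited area of a peak is a signal summed over its length by the authors' caller. The deposited score is the area per bp scaled by the authors' caller and limited to 1000, a limit reached by 83.9% of GFP- and 82.0% of GFP+ peaks. The deposited -log10 p-value is that of the peak's summit, as the authors' caller computed it, and the column for q-values is unused. No peak had an area under 200. Read counts, library sizes and separate replicates are not analysed here, so no test between replicates was made, no p-value is given, and DiffBind, deepTools and HOMER, which the authors ran on reads or with their own databases, were not repeated. Downsampling evens the depth of the libraries before calling, but the length of a list still depends on how strongly reads concentrate in peaks, and the GFP- list is the longer of the pair.

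What was computed here started from the lists. Peaks of the lists were compared with bedtools 2.31.1 and counted as shared when they overlapped by at least 1 bp. Each peak received its percentile rank by area within its own list. Genes and transcription start sites came from the GENCODE annotation of GRCm38, version M21, with the TSS at the 5′ end of the gene record and genes on the Y chromosome and the mitochondrial genome left out, and DNA sequence came from GRCm38.p6. A TSS peak overlaps the TSS +/- 250 bp. Distal peaks have their summit in an intron or intergenic sequence, more than 1000 bp from any transcript start of the GENCODE basic set. Promoter peaks have their summit near such a start. This set covers all gene types and is larger than the set of gene-record TSSs. Gene bodies were taken without the first 1000 bp after the TSS. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and figures were drawn with matplotlib 3.10.9.

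The gene sets were the cardiomyocyte, endothelial, fibroblast and non-specific sheets of Supplementary file 2, which are complete. Supplementary file 1, which is shortened in the copy used, entered no test, although the paper names it as the source of its TSS gene sets. Of Supplementary file 3, the first 1708 of the paper's 86649 regions were at hand, and only the summary counts beside them were used. Wilson 95% intervals were computed for shares, exact binomial intervals from order statistics for medians of genes or regions, and bootstrap intervals from 2000 draws for ratios of medians, and each gene set was placed among 10000 random sets of protein-coding genes of its size, matched on mean rank for TSS rank differences and on body length for gene body coverage. Motif words were counted in 200 bp windows and compared with 20 letter shuffles of each word. The 8 words were consensus sequences after the motifs of Figure 4D.

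The genes named in the text are all those named for ATAC-Seq in the text or labels of Figure 4, its supplement and Figure 5, some CMF genes of other panels, and the nearest genes of the 5 largest peaks by area found in only one of the lists. The genes labelled in Figure 5A and their colours were read from the figure, were divided into open and closed after the peaks had been seen, and entered no test. The gene sets, the tests at the paper's claims, the words, the rule for the named genes and all but 3 of the alternative settings were fixed before the data were examined. Gene body coverage, the match of the labelled enhancers to regions and some comparisons of the closing part were added later. The alternatives changed the overlap required, the threshold on peaks, the TSS window and TSS definition, the measure used for ranking, the distance and promoter limits, and the motif windows and background.

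The scripts were tested on simulated data. For 1500 simulated peaks, the overlap step differed from a direct comparison of all pairs in 0 cases. A simulated set of 200 genes lowered by 20 points gave a median rank difference of -20.0 and lay below all its random sets, an unchanged set lay at percentile 19.8, and 6% of 200 simulated unchanged sets fell outside the central 95% of random sets. All words planted in simulated windows were found. Because the palindromic words are counted differently from their shuffles, the words of MEF2 and NF1 had ratios of 0.553 and 0.414 to their shuffles in random sequence.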

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

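Gene body coverage was added after the data had first been examined. Of the tests in this part, the comparison matched on both body length and TSS rank and the comparisons of GFP+ with GFP- coverage were chosen only after the coverage had been seen.

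The paper reports accessibility at the TSS and at enhancers, intronic ones included, and does not report what share of the body of each gene was covered by peaks. Beyond the first 1000 bp after the TSS, GFP+ peaks covered a median of 9.15% of the gene body over 102 cardiomyocyte genes (95% interval 5.50 to 12.3%), against 0.0715% over all protein-coding genes and 1.41% over non-specific genes. In GFP- nuclei the cardiomyocyte median was 11.5% (7.28 to 15.0%). At least 25% of the body was covered in 29 cardiomyocyte genes in GFP- nuclei and in 25 in GFP+ nuclei. The medians in GFP+ nuclei were 7.44% for endothelial and 1.94% for fibroblast genes. The coverage drew attention because the paper does not report this measure and it lay above the level of random genes.

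Several technical explanations were weighed. If GFP+ peaks were wide everywhere, random genes of the same body length would be covered as much, but the cardiomyocyte median lay at percentile 100 of random sets matched on length, whose central 95% reached from 0 to 0.893%. Endothelial, fibroblast and non-specific genes lay at percentile 100 of their length-matched sets too, with 1.41% against 0.179 to 0.615% for non-specific genes. Matching on length thus does not set cardiomyocyte genes apart from these sets. If large promoter peaks accounted for the coverage, sets matched on both length and the rank of the GFP+ TSS peak would be covered as much, and the cardiomyocyte set was again at percentile 100, with a median of 9.95% against 0.425 to 2.14% in the matched sets. Endothelial and fibroblast genes also lay above their matched sets in this comparison, and non-specific genes lay at percentile 27.2, so the property is shared by all 3 cell-type sets. If all kinds of GFP- nuclei had been carried over into the GFP+ sort, fibroblast genes with peaks of like strength would have kept their coverage as cardiomyocyte genes did. The fibroblast median in GFP+ was 34.5% of that in GFP-, with an upper bootstrap limit of 46.1%, and the cardiomyocyte median was 79.8% (64.8 to 95.7%). The sets were not matched on peak strength, and their GFP- medians were 5.61% and 11.5%. The values argue against carry-over of all kinds of nuclei as the whole source only as far as the peaks are of like strength.

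What these lists leave open is whether cardiomyocyte nuclei, or free cardiomyocyte chromatin, were present at like shares in both sorted populations. The 79.8% of coverage kept at cardiomyocyte genes cannot be told apart from such a mixture, because the pooled lists give no value for the share of cardiomyocyte chromatin in either population. Comparison with non-specific genes did not settle it. As a ratio of medians they kept 79.2%, about as much as cardiomyocyte genes, but gene by gene the median change was -0.910 percentage points at cardiomyocyte genes (-1.61 to -0.513, with 25 genes higher and 72 lower in GFP+) and -0.0279 at non-specific genes (-0.116 to 0), which had less coverage to lose. Coverage by peaks also depends on the threshold of the caller, and this dependence was not tested. Transcription of these genes within endothelial cells may equally give open gene bodies. The paper concludes that it occurs, also from RNA of sorted nuclei, RNAscope in heart sections and unspliced reads. It reports no overlap between GFP+ nuclei and nuclei stained for PCM1, which weighs against cardiomyocyte nuclei in the GFP+ sort. None of this evidence is analysed here. From the lists alone such transcription remains a hypothesis, since they do not exclude the mixture and there is no replicate to compare.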

How the results depend on the processing

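Of the alternatives, 3 were added only after results had been seen: taking shared peaks from the GFP- list in the motif counts, random sets matched on GFP- TSS rank, and random sets matched on both body length and GFP+ TSS rank.

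Of 217 alternative values, 95 stayed within the interval of the main value or, for numbers of genes, within 1.5 times the main number, and 118 moved beyond it. Percentiles among random sets are included in these numbers but have no interval. A percentile that stayed at 100 counted as unmoved, and a shift from 94.2 to 84.8 counted as a move. Another 4 of the 217 values were motif folds that lay above 1 beyond their interval and fell below 1, outside the class in which the word was highest. With flanking windows as the background, the SOX17 fold was 0.736 in GFP- only and 0.901 in shared peaks, and the MEF2 fold in GFP- only peaks was 0.994. In windows of 400 bp the MEF2 fold in GFP- only peaks was 0.898. The GATA4 fold in GFP- only peaks, 1.06 with an interval that included 1, also fell below 1 in those windows, to 0.889. In random sequence the ratio to shuffles was 0.553 for the MEF2 word and 0.858 for the GATA4 word. A fold over shuffles below 1 therefore does not by itself show depletion of these words. The intervals cover counting error only and are narrow for lists of this size, so small shifts count as moves, and the cause was not tested for any of them except where a stricter overlap or fewer peaks changes a value by construction. The moves of the main comparisons are given by setting, and 53 other values moved, 22 upward and 31 downward. No paired analysis was possible because each deposited list pools both replicates, and leaving out a replicate could not be run for the same reason.

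When 50% of both peaks had to overlap, shared peaks were 73.7% of the GFP+ and 60.7% of the GFP- list, and the promoter share was 10.1% of GFP- only, 27.5% of shared and 13.7% of GFP+ only peaks. The share of distal GFP- peaks with a GFP+ peak was 67.0% at cardiomyocyte, 59.7% at endothelial, 32.6% at fibroblast and 55.2% at all genes, and 82 endothelial, 34 cardiomyocyte and 78 fibroblast genes had a GFP+ only peak near the TSS. A GFP- only peak was near the TSS of 140 fibroblast, 32 cardiomyocyte and 46 endothelial genes, and a shared peak near that of 92 cardiomyocyte genes. Motif folds were 7.18 for TCF21, 3.51 for AP-1 and 3.66 for EBF2 in GFP- only peaks, 3.92 for MEF2 in shared peaks, and 7.85 for ETS, 2.32 for SOX17 and 2.26 for MEF2 in GFP+ only peaks. In the other class of unshared peaks, MEF2 was at 1.75 in GFP- only, and EBF2 at 2.68 and NF1 at 4.86 in GFP+ only peaks. When the summit had to lie in a peak of the other list, 86.1% of GFP+ and 69.1% of GFP- peaks were shared.

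With peaks of a summit -log10 p of at least 5, 89.0% of GFP+ peaks were shared, 78.2% of endothelial genes with a GFP+ TSS peak had a GFP- one, 59.5% of fibroblast genes with a GFP- TSS peak had a GFP+ one, and the distal share was 69.6% at endothelial, 37.1% at fibroblast and 61.9% at all genes. With only the peaks above the median area of each list, the corresponding values were 88.4% of GFP+ and 71.7% of GFP- peaks, 77.3%, 59.0%, and 70.5%, 36.7% and 61.8%. With lists of the same number of peaks, 79.2% of GFP+ and 76.8% of GFP- peaks were shared.

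With any transcript start as TSS, 100% of cardiomyocyte genes with a GFP- TSS peak had a GFP+ one. With genes that had a TSS peak in both lists, the median rank difference of fibroblast genes was -12.3. The cardiomyocyte difference stayed negative with each alternative, between -0.95 with ranks by area per bp and -1.30 with ranks by summit p-value, but its place among random sets did not hold, from percentile 2.69 with a TSS window of 1000 bp to 97.0 with area per bp. With the nearest TSS limited to 50000 bp, the distal share was 79.7% at endothelial and 68.0% at all genes. With a promoter from 1000 bp upstream to 100 bp downstream, the promoter share was 5.16% of GFP- only, 22.0% of shared and 4.75% of GFP+ only peaks. Within 10000 bp of the TSS, 168 fibroblast, 38 cardiomyocyte and 39 endothelial genes had a GFP- only peak, 110 endothelial, 21 cardiomyocyte and 23 fibroblast genes a GFP+ only peak, and 105 cardiomyocyte genes a shared peak.

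In motif windows of 400 bp, folds in GFP- only peaks were 5.70 for TCF21, 2.48 for AP-1, 3.38 for EBF2 and 2.71 for NF1, in shared peaks 1.65 for MEF2, 1.05 for GATA4 and 2.63 for NF1, and in GFP+ only peaks 7.27 for ETS, 2.34 for SOX17 and 1.09 for MEF2. The ETS fold was 4.48 and the SOX17 fold 1.22 in GFP- only peaks, and AP-1 was at 1.56, EBF2 at 2.65 and NF1 at 4.02 in GFP+ only peaks. With flanking windows as the background, they were 4.92, 3.28, 3.88 and 2.95 in GFP- only peaks, 1.77, 1.24 and 4.35 in shared peaks, and 3.53, 1.91 and 1.32 in GFP+ only peaks, in the same order of words, with ETS at 1.95 in GFP- only and TCF21 at 1.88 and AP-1 at 1.70 in GFP+ only peaks. With only the peaks outside promoters, those in exons included, the folds in shared peaks were 1.52 for GATA4 and 5.91 for NF1. ETS, SOX17, TCF21, AP-1 and MEF2 had their highest fold in the same class in each of the 5 settings, while GATA4 was highest in shared peaks beyond the intervals in 0 of 5 and, against the flanking background, higher in GFP+ only peaks (1.59). The number of reads behind each list is not analysed here, so peaks found in only one list cannot be separated from peaks just under the threshold of the other.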

Differences from the paper's values

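None of the comparisons in this part was chosen after its result was seen, apart from the match of the labelled enhancers to regions.

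The merged lists gave 86649 regions, the number in the paper's Supplementary file 3, and 53996 shared regions against the paper's 66885, but the numbers of unshared regions differed. The paper's classes do not add up to its total, while those formed here by overlap do. The classes therefore follow different rules and are not like measures. A gap is called closed where the larger value is at most 1.5 times the smaller, which is not equality. Overlap of the lists gave 8730 GFP+ only regions against the paper's 2860. Among the alternatives set before the data were examined, the gap closed with a summit -log10 p of at least 5 (4273) and with only the peaks above the median area (3775), and not with lists of the same number of peaks (13542). It did not close with reciprocal overlap of 50% (17129) or the summit in a peak of the other list (9009) either, but these values count GFP+ peaks and not merged regions. For GFP- only regions the value was 23923 against the paper's 9171. It closed with only the peaks above the median area (11183), and not with the p-value limit (14577), the same number of peaks (15111), reciprocal overlap (31033) or the summit rule (24393). The values for reciprocal overlap and the summit rule count GFP- peaks and not merged regions. Under the settings that closed either gap, the total no longer came within 1.5 times of the paper's, at 52409 regions with the p-value limit and 42910 with the peaks above the median area, and neither did the shared regions, at 33559 and 27952. The paper's methods name DiffBind for differential accessibility.

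Regions at promoter-TSS numbered 16723 against the paper's 8371 over all regions, 677 against the paper's 70 for GFP+ only, 1875 against the paper's 180 for GFP- only and 14171 against the paper's 7832 for shared regions. With the promoter from 1000 bp upstream to 100 bp downstream, the numbers were 13727, 415, 1235 and 12077, and none of these gaps closed. Both settings place promoters by the summit and by transcript starts of the GENCODE basic set, for all gene types. A smaller set of starts was not tried, so its part in these gaps is not known. GFP+ only regions were intergenic in 2834 cases against the paper's 1433 and intronic in 4597 against the paper's 1241, with 2846 and 4731 under that promoter limit, which did not close the gaps. Of all GFP+ peaks, 23.8% lay at promoter-TSS, against about 5% in the paper's Figure 4—figure supplement 1B, read by eye, and 19.7% did under that promoter limit, which again left the gap open.

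The paper describes the enhancers upstream of *Nkx2-5* and within *Dmd* as unique to non-endothelial nuclei. Both overlapped a GFP+ peak by at least 1 bp, with a difference in rank of -16.4 at *Nkx2-5* and -77.4 at *Dmd*.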

Other observations

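Of the tests in this part, the comparisons matched on the rank of the GFP- TSS peak, the use of fibroblast genes at the TSS, the comparison of gene body coverage between the lists and the weighing of the sharing of most promoters were chosen only after the results had been seen.

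Carry-over of GFP- nuclei into the GFP+ sort was weighed as an explanation of the GFP+ peaks at cardiomyocyte genes. If their GFP- peaks are of like strength, carry-over of all kinds of GFP- nuclei would have left distal peaks at fibroblast and cardiomyocyte genes in the GFP+ list equally often. The shares were 41.9% and 78.2%, with intervals that do not overlap. With only the peaks above the median area of each list they were 36.7% and 78.9%. The sets were not matched on peak strength, and at the TSS the median GFP- rank was 83.7 for fibroblast and 92.8 for cardiomyocyte genes. The shares argue against carry-over of all kinds as the whole source only as far as the peaks are of like strength. The paper states that GFP+ nuclei showed no co-staining with the cardiomyocyte nuclear marker PCM1, a measurement not analysed here.

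Carry-over of cardiomyocyte nuclei alone, at a lower share than among GFP- nuclei, would lower the ranks of distal cardiomyocyte peaks in GFP+ by more than those of random genes. The median difference lay at percentile 89.2 of random gene sets, so no such loss beyond random sets was seen. Ranks within a list are not proportional to the share of nuclei, however, and how far a given share would lower them is not known from these lists, so a lower share of cardiomyocyte nuclei cannot be told apart from accessibility within endothelial nuclei by this test.

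For the TSS alone, an explanation weighed was that promoters of active genes are shared between the lists whatever the gene. Fibroblast genes argue against it, since 70.7% of those with a GFP- TSS peak had a GFP+ one (64.3 to 76.4%), below all random sets (central 95% 91.2 to 97.2%) and all random sets matched on the rank of the GFP- peak (central 95% 87.0 to 93.5%). Of the cardiomyocyte genes with a GFP- TSS peak, 98.0% had a GFP+ one, at percentile 94.2 of random genes with a GFP- TSS peak and at percentile 84.8 of random sets matched on the rank of the GFP- peak. Both places lie within the central 95% of random sets, which reached up to 99.0%. A TSS peak in both lists at cardiomyocyte genes therefore cannot be told apart from the sharing of most promoters by this measure. The room above the random sets is small, but endothelial genes (99.2%, percentile 99.75) and non-specific genes (99.4%, percentile 100) did lie above random genes. Against sets matched on the rank of the GFP- peak, these lay at percentiles 100 and 95.4. Of the measures of sharing away from the TSS, the share of distal GFP- peaks with a GFP+ peak placed the cardiomyocyte set at percentile 99.95 of random gene sets. Endothelial genes (99.93) and non-specific genes (98.85) lay above the central 95% as well, and fibroblast genes lay at percentile 0. The distal rank difference of cardiomyocyte genes lay within the range of random gene sets. The comparison of gene body coverage between the lists depended on whether a ratio of medians or the change per gene was taken. Counted from the GFP+ list, the share of distal peaks with a GFP- peak lay at percentile 97.7 for cardiomyocyte, 79.5 for fibroblast, 45.4 for non-specific and 0 for endothelial genes. A biological difference between endothelial and other nuclei stays untested beyond this, since each population is represented by a single pooled list.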
